# TNF blockade uncouples toxicity from antitumor efficacy induced with CD40 chemoimmunotherapy

**DOI:** 10.1172/jci.insight.146314

**Published:** 2021-07-22

**Authors:** Meredith L. Stone, Jesse Lee, Veronica M. Herrera, Kathleen Graham, Jae W. Lee, Austin Huffman, Heather Coho, Evan Tooker, Max I. Myers, Michael Giannone, Yan Li, Thomas H. Buckingham, Kristen B. Long, Gregory L. Beatty

**Keywords:** Immunology, Cancer immunotherapy, Cytokines

## Abstract

Agonist CD40 antibodies are under clinical development in combination with chemotherapy as an approach to prime for antitumor T cell immunity. However, treatment with anti-CD40 is commonly accompanied by both systemic cytokine release and liver transaminase elevations, which together account for the most common dose-limiting toxicities. Moreover, anti-CD40 treatment increases the potential for chemotherapy-induced hepatotoxicity. Here, we report a mechanistic link between cytokine release and hepatotoxicity induced by anti-CD40 when combined with chemotherapy and show that toxicity can be suppressed without impairing therapeutic efficacy. We demonstrate in mice and humans that anti-CD40 triggers transient hepatotoxicity marked by increased serum transaminase levels. In doing so, anti-CD40 sensitizes the liver to drug-induced toxicity. Unexpectedly, this biology is not blocked by the depletion of multiple myeloid cell subsets, including macrophages, inflammatory monocytes, and granulocytes. Transcriptional profiling of the liver after anti-CD40 revealed activation of multiple cytokine pathways including TNF and IL-6. Neutralization of TNF, but not IL-6, prevented sensitization of the liver to hepatotoxicity induced with anti-CD40 in combination with chemotherapy without impacting antitumor efficacy. Our findings reveal a clinically feasible approach to mitigate toxicity without impairing efficacy in the use of agonist CD40 antibodies for cancer immunotherapy.

## Introduction

Most patients with solid cancers do not respond to T cell immunotherapies (1). However, preclinical modeling shows that myeloid agonists can enhance the therapeutic potential of T cell immunotherapy by triggering the activation of antigen-presenting cells (APCs) that are critical for the priming of antitumor T cell responses (2–5). In this regard, CD40 is a member of the TNF receptor superfamily and is expressed by APCs, including DCs. When ligated, CD40 “licenses” DCs with the capacity to prime T cells in an antigen-specific manner (6–8). In mouse models, anti-CD40 promotes T cell–dependent tumor regressions (9–11), particularly when combined with chemotherapy or immune checkpoint blockade (3–5, 12, 13). CD40 agonists also condition tumors for enhanced sensitivity to chemotherapy by modulating the extracellular matrix that surrounds tumor cells (14–16). Together, CD40 has emerged as a promising target for cancer immunotherapy.

Agonist CD40 antibodies have been under clinical development for more than a decade (2, 17). Clinical studies are actively investigating anti-CD40 in combination with chemotherapy, radiation, immune checkpoint blockade, and other immune modulatory agents (2, 17, 18). However, dose-limiting toxicities including cytokine release syndrome (CRS) and hepatotoxicity have hampered the development of agonist CD40 antibodies and remain a significant challenge for their translation to the clinic (16, 19, 20). Undoubtedly, insights into the determinants that underlie these immune-related toxicities will be important for maximizing the therapeutic potential and clinical success of agonist CD40 antibodies.

Systemic activation of the CD40 pathway invokes a cascade of immunological events characterized by an initial brisk release of cytokines (2, 14–16). During this process, myeloid cells and lymphocytes migrate to and become activated in lymphoid organs. Immune activation results in rapid onset of a transient immune-related hepatitis, during which the liver becomes hypersensitive to the toxic effects of chemotherapy (15, 21). We and others have shown that the delivery of chemotherapy within a few days after a CD40 agonist can be lethal in mice, illustrating the importance of carefully defined sequencing of immunotherapy with other drugs (15, 21, 22). However, the precise mechanism by which systemic activation of the CD40 pathway sensitizes the liver to drug toxicity remains undefined. In this study, we show that TNF released after treatment with anti-CD40 was responsible for sensitizing the liver to drug-induced hepatotoxicity but dispensable for therapeutic efficacy. In doing so, our results reveal a mechanistic link between CRS and hepatotoxicity induced by anti-CD40. Our findings also identify a feasible and easily translated approach using approved therapeutics to mitigate CD40-mediated immune-related toxicities.

## Results

### Treatment with an agonist CD40 antibody sensitizes the liver to lethal hepatotoxicity.

To investigate the biological effect of an agonist CD40 antibody on the liver, we first examined the kinetics of transaminase increases detected in the peripheral blood of patients after treatment with anti-CD40. To do this, we analyzed serum aspartate aminotransferase (AST) and alanine aminotransferase (ALT) levels collected on patients with pancreatic ductal adenocarcinoma (PDAC) treated on a clinical trial with the fully human agonist CD40 antibody CP-870,893 in combination with gemcitabine chemotherapy (16). In this study, patients received gemcitabine weekly on days 1, 8, and 15 with anti-CD40 administered on day 3 of each 28-day cycle (Figure 1A). As expected, we detected a small increase in AST and ALT within 24 hours after the first dose of gemcitabine chemotherapy, consistent with its known potential for hepatotoxicity. However, after anti-CD40 treatment on day 3, both AST and ALT levels increased significantly and within 48 hours had increased nearly 2-fold compared with pretreatment levels (Figure 1, B and C). Peak levels of AST and ALT were detected on day 8, which corresponded to 5 days after anti-CD40 treatment (Figure 1, B and C). Thereafter, the levels of AST and ALT declined despite weekly dosing of gemcitabine and returned to baseline levels by the beginning of day 1 of cycle 2.

We next analyzed the impact of anti-CD40 on the liver in mice. Consistent with our findings in patients, we found that the systemic administration of anti-CD40, but not gemcitabine, induced a cascade of events beginning with acute inflammation and hepatic damage, as seen by a transient serum transaminitis with increases in AST and ALT detected within 2 days after treatment (Figure 1, D and E, and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.146314DS1). At this time point after anti-CD40, severe multifocal acute coagulative hepatocellular necrosis with occlusive and nonocclusive fibrin thrombi were detected in the liver (Figure 1F and Supplemental Figure 1B). These lesions were surrounded by macrophages and an atypical lymphocytic infiltrate and remained detectable in the liver 4 days after treatment (Figure 1F and Supplemental Figure 1, B and C). We next analyzed other organs, including the heart, lung, kidney, small intestine, large intestine, pancreas, and spleen, of mice 2 days after anti-CD40 (Supplemental Figure 1D). We found no overt pathology in the heart. In addition, only an increase in circulating myeloid and myeloid precursor cells without tissue damage was seen in other nonlymphoid organs. The spleen is characterized by white pulp hyperplasia consistent with the known role of CD40 in germinal center and memory B cell formation (23). We also examined mice longitudinally for changes in weight and found that a mild less than 10% decrease in weight loss was detected within 2 days after anti-CD40, with recovery observed 4 days after treatment (Figure 1G). In summary, anti-CD40 triggered mild but notable hepatotoxicity detected in both mice and humans within 2 days of treatment.

We and others have previously shown that the timing of chemotherapy administration relative to anti-CD40 is a critical determinant of the safety and tolerability of this treatment combination (15, 21, 22). To understand how gemcitabine chemotherapy might affect hepatotoxicity induced by anti-CD40, we compared the effect of administering gemcitabine prior to and after anti-CD40. In patients, chemotherapy is generally administered beginning 2 days prior to the delivery of anti-CD40 (16, 20). This timing is based on the hypothesis that chemotherapy elicits antigen release, allowing for uptake by APCs (2). Anti-CD40 is then administered with the intent to activate antigen-loaded APC and to trigger priming of tumor-specific T cells. However, 5 days after anti-CD40, chemotherapy is readministered based on standard-of-care dosing. We first tested gemcitabine given prior to anti-CD40 and found that gemcitabine administered at this time point did not affect CD40-induced serum transaminitis, hepatic lesion formation, or weight loss (Figure 1, H–K; and Supplemental Figure 2, A–C). This finding is consistent with a previous clinical study showing safety of a CD40 agonist when administered either 2 or 7 days after chemotherapy (24). In contrast, although serum AST and ALT levels were found to resolve to baseline 4 days after anti-CD40 alone (Figure 1E), treatment with gemcitabine 2 days after anti-CD40 caused transaminase levels to remain elevated with hepatic lesions seen on histological examination (Figure 1, L–N; and Supplemental Figure 2, A and B). Moreover, treatment with gemcitabine 2 days after anti-CD40 caused progressive weight loss, reaching less than 20% 2 days after gemcitabine administration, which required euthanasia per IACUC guidelines (Figure 1O and Supplemental Figure 2C). Examination of livers from mice treated with anti-CD40 and then subsequent chemotherapy revealed severe diffuse hepatic lipidosis (Supplemental Figure 2D). Similar results were observed with administering nab-paclitaxel chemotherapy 2 days after anti-CD40 (Supplemental Figure 2, E and F). Moreover, we found that the combination of gemcitabine and nab-paclitaxel, a standard-of-care regimen for pancreatic cancer that has been combined with anti-CD40 in patients (20), also produced toxicity when administered at 2 days after anti-CD40 treatment. However, this toxicity was not apparent when chemotherapy was delayed to 5 days after anti-CD40 (Figure 1, L–O; and Supplemental Figure 2, E and F). Together, these data indicate that anti-CD40 transiently sensitized the liver to hepatoxicity from chemotherapy.

### An agonist CD40 antibody provokes immune activation in the liver.

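The mRNA sequencing covered the livers of 9 mice, collected 2 days after treatment. There were 3 mice given anti-CD40, an antibody that activates CD40 (mice 2, 5, and 9), and 6 control mice (mice 3, 4, 7, 8, 11, and 12), for which the sample records name PBS. Libraries were made with the QuantSeq 3′ method, which reads each transcript from its 3′ end, so that longer transcripts do not give more reads. The authors aligned the reads with STAR to the mm10 mouse genome and made FPKM values (fragments per kilobase of transcript, scaled to the mapped reads) with Cufflinks. Because FPKM divides by transcript length, the levels of different genes are not directly comparable in 3′ data, whereas the length cancels in the fold change of a single gene. The deposited table holds an FPKM for 24341 genes in each mouse. Every mouse had a lowest value of 0.01, a floor under which the table gives no value, and 6925 genes were at this floor in all 9 mice. Between 15385 and 15545 genes were above the floor in the anti-CD40 mice and between 14684 and 15397 in the control mice. The 15 genes with a failed estimate in at least 1 mouse were left out.
The table gives no read totals, so the absolute depth is unknown. The steps between low values show what 1 read was worth in each mouse, and 87.5% of the 1752 low genes examined came out as whole numbers of reads in every mouse. When the read values were dealt to the wrong mice in 20 random orders, at most 1.08% did. Reads given for a gene are the smallest whole numbers that fit, so the true reads could be higher. By these steps the depth relative to the geometric mean of the 9 mice was 1.13, 1.06, and 0.991 in anti-CD40 mice 2, 5, and 9, and between 0.870 and 1.06 in the control mice. The median ratio of each mouse to the geometric mean of all mice lay between 1.004 and 1.010 over genes above the floor in every mouse, so the deposited values already share a common median. Saa1, Saa2, and Saa3 together made up 25.4% to 25.9% of the summed FPKM in the anti-CD40 mice and 0.0449% to 0.380% in the control mice.
For the comparisons, FPKM was used without further scaling, as log2(FPKM + 0.1), which understates the fold change of low genes. Genes with a mean FPKM of at least 0.1 over the 9 mice (13807 genes) were tested with limma, a linear model that shares information on the spread between genes, with an intensity trend, 2-sided tests, and Benjamini-Hochberg adjustment. Over these genes the Pearson correlation between mice was 0.970 to 0.978 within the anti-CD40 group, 0.953 to 0.980 within the control group, and 0.897 to 0.921 between the groups (across genes, which are not independent replicates). Single genes were also tested with a 2-sided exact permutation test over the 84 splits of the 9 mice into 3 and 6, for which the smallest possible p is 0.0238. The labels and the methods name no sequencing batch for these libraries.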

To understand the impact of anti-CD40 on the liver, we next performed mRNA sequencing on RNA isolated from the livers of control and anti-CD40–treated mice 2 days after treatment. 

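In the livers of the anti-CD40 mice, 6230 of the 13807 genes tested had an adjusted p under 0.05 from limma, 3240 of them higher and 2990 lower than in control mice. Of these, 3142 changed at least 2-fold, 1889 upward and 1253 downward. The groups did not overlap in 5848 of the genes tested (42.4%), whereas chance gives 2.38%. The number called moved most when the fold change had to reach 2 as well. The share of called genes that were higher was 52.0%, and it moved to either side of an even split: it was 46.4% with quantile normalization (2990 higher, 3456 lower) and 44.7% among genes with a mean FPKM of at least 1 (2182 higher, 2703 lower). When Saa1, Saa2, and Saa3 were left out and each mouse was rescaled to the same total, a setting chosen after seeing the data, 5635 genes were higher and 1647 lower (77.4% higher), because the median log2 fold change of all genes moved from 0.0056 to 0.35.
Among called genes whose groups did not overlap, Ubd, which encodes a ubiquitin-like protein, increased most. It lies on chromosome 17 of mm10 from 37193892 to 37196101, and its FPKM was 2695 ± 489 (SD, n = 3 mice) after anti-CD40 and 3.72 ± 1.42 (SD, n = 6) in control mice, a log2 fold change of 9.54 (standard error 0.32, adjusted p = 4.66e-08 from limma). Among the alternatives, a pseudocount of 1 moved it most, to 9.20. The 5 largest increases also held Saa3, Saa2, Lcn2, and Chil3. The place of Chil3 depends on the processing, since its control mean of 0.0879 FPKM is near the pseudocount. Its log2 fold change was 7.88, and it ranged from 5.23 to 9.17 over the alternatives. That of Saa1, which was not among the 5, stayed at 6.64 or above. With the pseudocount of 0.1, the cytochrome P450 gene Cyp2c69 decreased most, to 1.64 ± 0.292 (SD, n = 3), a log2 fold change of -7.25 (standard error 0.26, adjusted p = 6.79e-08 from limma). Cyp2c69 has close paralogs, with which reads could be shared. It was followed by the Kupffer cell genes Clec4f (log2 fold change -6.77) and Vsig4 (-6.50), by Car3 (-6.45), and by Sco2 (-5.95), whose position in the table is shared by 3 genes. This order depends on the pseudocount: with 0.01, Clec4f (-8.04) and Sco2 (-7.62) decreased more than Cyp2c69. The place of Sco2 also depends on single mice. Its FPKM was at the floor of 0.01 in anti-CD40 mice 2 and 5 and 1.20 in mouse 9. With each mouse left out in turn, the log2 fold change of Sco2 ran from -7.14 to -5.36.
Lists of genes for 3 processes, compiled from general knowledge before the data were examined, were compared with all other genes tested by limma's camera test at an inter-gene correlation of 0.01. The 55 genes tested of the response to IL-1 had a mean log2 fold change of 2.44 (camera adjusted p = 1.42e-10), with 38 higher and 3 lower at an adjusted p under 0.05. The mean was 1.89 for the 50 genes of the acute phase response (camera adjusted p = 1.85e-07) and 2.00 for the 51 chemokine signaling genes (camera adjusted p = 3.00e-08). The choice of list moved the IL-1 result most: the 41 genes tested of the Reactome set for interleukin-1 signaling had a mean of 0.38 (camera adjusted p = 0.435), and the 17 IL-1 genes that were in no other list had a mean of 1.02 (camera adjusted p = 0.155). With the inter-gene correlation estimated from these mice, the adjusted p was 0.0720 for the acute phase response and 0.101 for chemokine signaling.

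**Figure D1:**
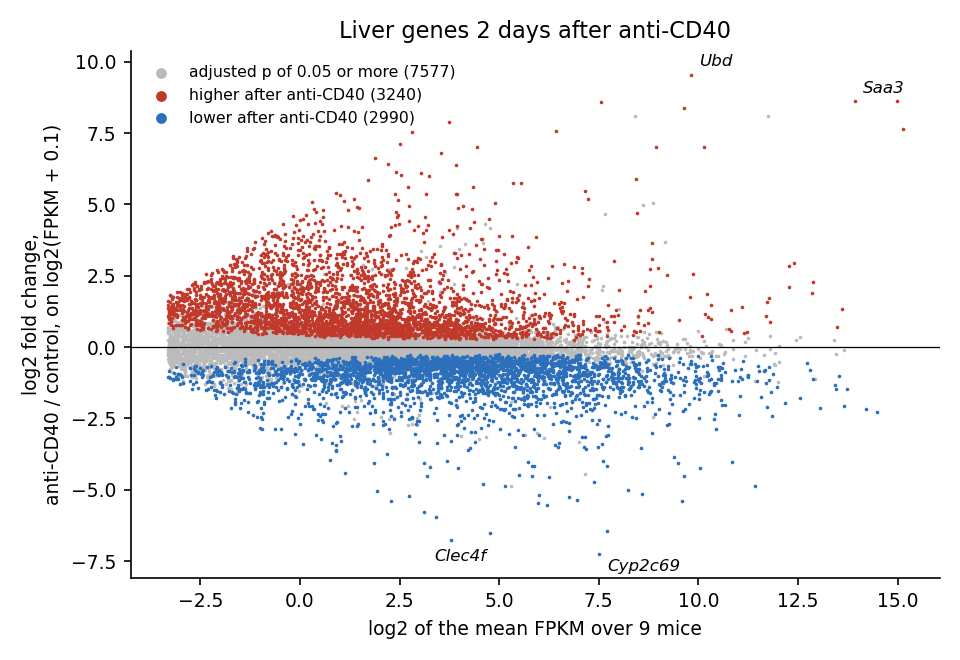
Log2 fold change between anti-CD40 and control mice, on the log2(FPKM + 0.1) scale, against the log2 of the mean FPKM over the 9 mice, with 1 point for each of the 13807 genes tested. Red points are the 3240 genes that were higher and blue points the 2990 that were lower at an adjusted p under 0.05. Grey points are the other genes. The narrowing at low FPKM comes from the pseudocount of 0.1.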

We identified 5464 differentially expressed genes (Supplemental Figure 3A) and found that genes upregulated in the liver after anti-CD40 were associated with response to IL-1, acute phase response, and chemokine signaling. Notably, genes encoding myeloid chemoattractants, including *Ccl2*, *S100a8*, *S100a9*, *Saa1*, *Saa2*, and *Saa3*, were upregulated in the livers of mice treated with anti-CD40 (Supplemental Figure 3B and Figure 2A). 

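All 6 genes were higher in every anti-CD40 mouse than in every control mouse (exact permutation p = 0.0238 for each). The FPKM of Ccl2, on chromosome 11 of mm10 from 82035577 to 82037452, was 133 ± 49.7 (SD, n = 3 mice) after anti-CD40 and 3.45 ± 3.62 (SD, n = 6) in control mice, a log2 fold change of 5.75 (standard error 0.73, adjusted p = 1.28e-04 from limma). Control mouse 4 had the highest control value, 10.3. S100a8 and S100a9 lie on chromosome 3, from 90669071 to 90670034 and from 90692630 to 90695721. S100a8 rose from 36.8 ± 35.9 (SD, n = 6) to 3316 ± 382 (SD, n = 3), and S100a9 from 16.0 ± 17.6 (SD, n = 6) to 1437 ± 191 (SD, n = 3). Their log2 fold changes were 7.00 (standard error 0.64) and 7.02 (standard error 0.65), with adjusted p of 1.45e-05 and 1.55e-05 from limma.
The serum amyloid A genes are neighbors on chromosome 7, with Saa3 from 46711998 to 46715676, Saa1 from 46740499 to 46742980, and Saa2 from 46751833 to 46754314. Saa1 rose from 836 ± 1021 (SD, n = 6) to 106428 ± 1431 (SD, n = 3), Saa2 from 304 ± 233 (SD, n = 6) to 96965 ± 768 (SD, n = 3), and Saa3 from 136 ± 73.1 (SD, n = 6) to 46425 ± 5148 (SD, n = 3). The log2 fold changes were 7.65, 8.60, and 8.62, with adjusted p of 1.39e-05, 7.69e-07, and 6.29e-07 from limma. Saa1 and Saa2 are close paralogs, and reads that fit both could have been split between them. With each mouse left out in turn, the log2 fold change stayed between 5.38 and 6.18 for Ccl2 and between 7.42 and 8.14 for Saa1, the widest ranges among the 6 genes.

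**Figure D2:**
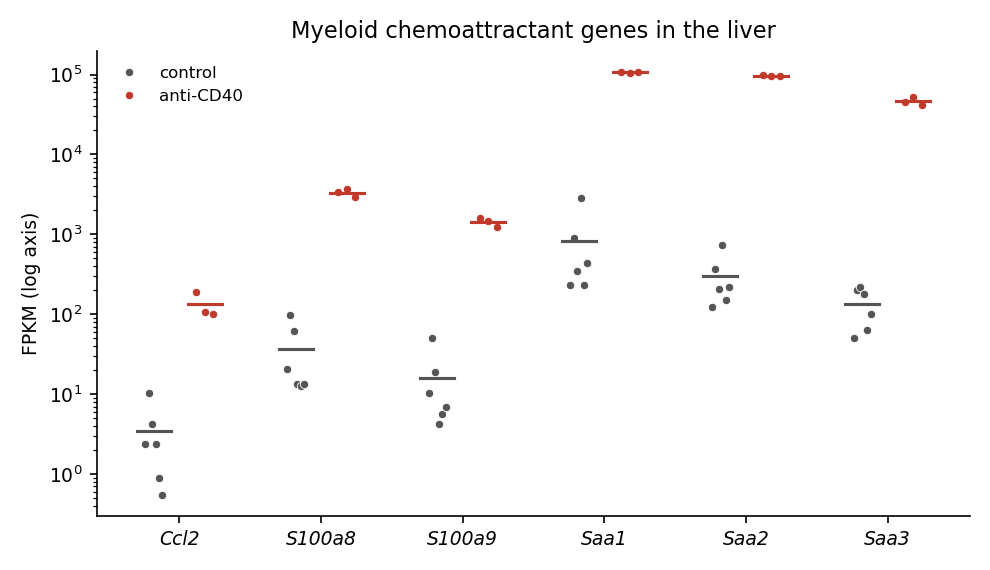
FPKM of the 6 genes in each mouse, on a log axis, with grey points for the 6 control mice, red points for the 3 anti-CD40 mice, and a bar at each group mean. The groups do not overlap for any of these genes.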

Consistent with increased expression of myeloid chemoattractants, we also found enrichment of myeloid cell markers (Figure 2B). 

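Among the markers of myeloid cells in Fig. 2B, Cd14 rose from 1.49 ± 0.370 (SD, n = 6) to 48.0 ± 7.93 (SD, n = 3 mice), a log2 fold change of 4.94 (standard error 0.20, adjusted p = 1.45e-07 from limma). The integrin gene Itgax, which encodes CD11c, rose from 0.261 ± 0.103 (SD, n = 6) to 6.34 ± 0.216 (SD, n = 3), a log2 fold change of 4.21 (standard error 0.25, adjusted p = 1.20e-06 from limma). The log2 fold change was 2.58 for Cd33 and 1.71 for Cd68. Il3ra, which encodes CD123, did not differ beyond the spread between mice (log2 fold change 0.70, standard error 0.48, adjusted p = 0.263 from limma), since mouse 5 had an FPKM of 0.928 and the other anti-CD40 mice 0.266 and 0.217, within the control range.
Fig. 2B also holds markers of T cells and endothelium. The T cell genes Cd8a (log2 fold change 2.63) and Cd2 (from an FPKM of 0.757 to 2.47) were higher in every anti-CD40 mouse. Cd3e had a log2 fold change of 0.78 (adjusted p = 0.0362 from limma), resting on 6 to 7 reads in each anti-CD40 mouse and 1 to 6 in each control mouse, and was past the threshold in 8 of 17 alternatives. Cd4 had a log2 fold change of 0.49 (adjusted p = 0.0900 from limma). The endothelial gene Pecam1, which encodes CD31, had a log2 fold change of 0.60 (adjusted p = 0.0168 from limma), with overlapping groups, and its adjusted p rose to 0.0696 and 0.0730 without anti-CD40 mouse 5 or 9. The paper sets these markers beside the chemoattractant genes and states that myeloid cell markers were enriched.

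**Figure D3:**
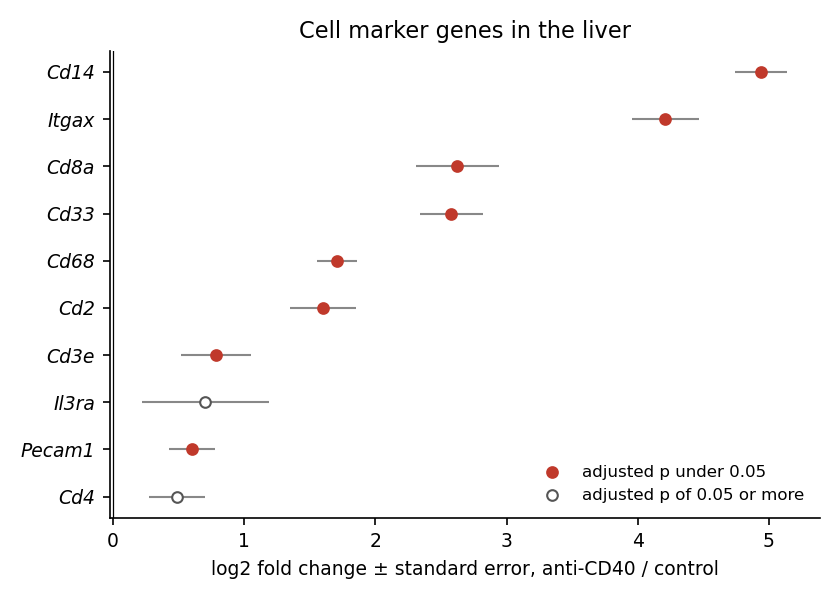
Log2 fold change between anti-CD40 and control mice for marker genes of Fig. 2B, under their symbols in the deposited table, with bars of 1 standard error from limma. Filled points have an adjusted p under 0.05 and open points, Il3ra and Cd4, do not.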

We validated our results by IHC, which showed an increase in the number of granulocytes (Ly6G^+^), neutrophils (MPO^+^), and macrophage clusters (large F4/80^+^ areas) in the livers from mice treated with anti-CD40 (Figure 2C and Supplemental Figure 3C).

### Myeloid cells and MMPs are dispensable for hepatotoxicity triggered by chemoimmunotherapy.

We next investigated a role for myeloid cells in mediating hepatotoxicity triggered by anti-CD40. Prior work in tumor-bearing mice showed that the depletion of macrophages using anti-CSF1R antibodies abrogates hepatotoxicity observed when gemcitabine is administered 2 days after a CD40 agonist (21). Consistent with this, we found in tumor-bearing mice that anti-CSF1R diminished the number of necrotic lesions detected in the liver after chemoimmunotherapy (Supplemental Figure 4, A–C). However, in non–tumor-bearing mice, anti-CSF1R treatment did not significantly reduce necrotic lesions produced by chemoimmunotherapy (Supplemental Figure 4, B and C). Moreover, anti-CSF1R failed to prevent lethal weight loss or transaminitis in either tumor-bearing or non–tumor-bearing mice (Supplemental Figure 4, D and E). Based on these findings, we considered the possibility that other myeloid cell subsets might mediate hepatotoxicity induced by CD40 chemoimmunotherapy. To this end, we first tested the impact of administering clodronate-encapsulated liposomes (CELs), which broadly deplete liver-resident F4/80^+^ myeloid cells (Supplemental Figure 4, F and G). However, we found no significant effect of CEL on serum transaminitis, or weight loss induced by CD40 chemoimmunotherapy (Figure 2, D and E; and Supplemental Figure 4, H and I). We next tested the impact of depleting Ly6C^+^ and Ly6G^+^ myeloid cells using depleting antibodies. Similarly, we found that the depletion of these myeloid cell subsets did not prevent lethal weight loss triggered by chemoimmunotherapy (Figure 2E and Supplemental Figure 4I). In contrast, we did detect a trend toward reduced serum transaminitis, although a notable variability in transaminase levels was observed (Figure 2D and Supplemental Figure 4H). Based on this variability, we examined the relationship between weight loss and transaminase levels in treated mice and identified a significant correlation (Supplemental Figure 4, J and K). Thus, these findings show that the elimination of select myeloid cell subsets in mice was unable to prevent toxicity induced by CD40 chemoimmunotherapy.

We previously showed a role for MMPs, specifically MMP13, in the capacity of an agonist CD40 antibody to sensitize tumors to chemotherapy (15). Based on this biology, we considered whether altered MMP expression in the liver induced by anti-CD40 might sensitize the liver to toxicity in the setting of chemotherapy. We found that MMPs and tissue inhibitors of metalloproteinases were significantly altered in the liver 1, 2, and 5 days after anti-CD40 (Supplemental Figure 5, A and B). However, neither a broad-spectrum MMP inhibitor nor a selective inhibitor of MMP13 (15) was able to prevent the lethal weight loss triggered by chemoimmunotherapy (Supplemental Figure 5, C and D). Together, these data indicate that myeloid cells and MMPs were not the primary mediators of hepatotoxicity produced when chemotherapy was delivered 2 days after anti-CD40.

### IFN-γ and TNF produced in the setting of systemic CD40 activation sensitize the liver to hepatotoxicity.

Anti-CD40 triggers CRS, which is characterized by an increase in the levels of multiple cytokines detected in the blood (14–16, 19). In prior studies, we showed that IL-6 levels (16) and IFN-γ levels (15) in the blood increase in patients (described in Figure 1) after treatment with a CD40 agonist. Further, we found in this same cohort of patients that anti-CD40 treatment induces a rapid but transient increase in TNF levels detected in the blood (Supplemental Figure 6A). Similar results have been reported for TNF in patients treated with a CD40 agonist as monotherapy (19). Based on these findings, we considered that signaling pathways activated by cytokines released in the setting of anti-CD40 might be responsible for hepatotoxicity. 

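For IFN-γ response, IL-6/JAK/STAT3 signaling, and TNF signaling via NF-κB, lists of genes compiled before the data were examined were compared with the other genes tested. The mean log2 fold change was 1.52 for the 99 genes tested of the IFN-γ response (limma camera adjusted p = 3.86e-20), against 0.096 for the genes outside the list. Of these genes, 83 were higher and 0 lower at an adjusted p under 0.05. It was 1.54 for the 85 genes of IL-6/JAK/STAT3 signaling (camera adjusted p = 1.85e-14), with 66 higher and 1 lower, and 1.43 for the 159 genes of TNF signaling via NF-κB (camera adjusted p = 2.68e-14), with 100 higher and 8 lower. The lists share members, and 82 of the 100 listed IFN-γ response genes, 58 of the 89 IL-6/JAK/STAT3 genes, and 125 of the 168 TNF genes were in no other list. Preranked gene set enrichment with fgsea gave normalized enrichment scores of 2.96, 2.75, and 2.77 for the lists in this order.
In each list the mean of every anti-CD40 mouse was above that of every control mouse. For TNF signaling the anti-CD40 mice were 1.51, 1.44, and 1.36 above the control mean and the highest control, mouse 4, was 0.36 above it. The Reactome set of 9 genes for TNF signaling, used in place of the list, had a mean log2 fold change of 0.66 (camera adjusted p = 0.105), whereas the Reactome sets for interferon gamma signaling (72 genes tested) and interleukin-6 signaling (10 genes) had means of 1.34 and 0.91 (camera adjusted p = 6.11e-12 and 0.00281).

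**Figure D4:**
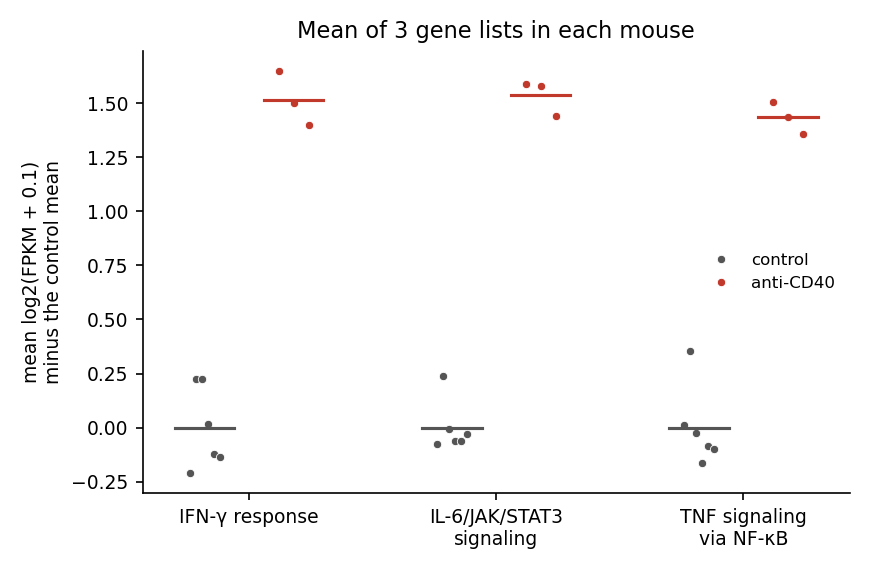
Mean of log2(FPKM + 0.1) over each list in each mouse, minus the mean of the control mice, with grey points for the 6 control mice, red points for the 3 anti-CD40 mice, and a bar at each group mean. All 3 anti-CD40 mice lie above all 6 control mice in each list.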

Gene set enrichment analysis of differentially expressed genes detected in the livers of mice 2 days after anti-CD40 showed enrichment for multiple immune-related pathways including IFN-γ response, IL-6/JAK/STAT3 signaling, and TNF signaling via NF-κB (Supplemental Figure 6, B–D). Consistent with this, we detected an increased expression of multiple genes associated with cytokine signaling including *Stat1*, *Stat2*, *Stat3*, *Il-6*, and *Tnf* (Figure 3A). 

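Tnf, Stat2, Stat3, and Il6 were each higher in all 3 anti-CD40 mice than in all 6 control mice (exact permutation p = 0.0238). Tnf lies on chromosome 17 of mm10 from 35199367 to 35202007. Its FPKM was 3.89 ± 0.838 (SD, n = 3 mice) after anti-CD40 and 0.179 ± 0.0964 (SD, n = 6) in control mice, a log2 fold change of 3.90 (standard error 0.32, adjusted p = 7.21e-06 from limma). Because the control values are near the pseudocount, the log2 fold change was 2.04 with a pseudocount of 1 and 4.56 with a pseudocount of 0.01.
Stat3 (chromosome 11, from 100886810 to 100939511) rose from 47.4 ± 10.8 (SD, n = 6) to 98.1 ± 5.67 (SD, n = 3), a log2 fold change of 1.07 (standard error 0.17, adjusted p = 4.59e-04 from limma). The change in Stat2 (chromosome 10, from 128270576 to 128292849) was smaller than that in Stat3, from 1.93 ± 0.415 (SD, n = 6) to 3.05 ± 0.484 (SD, n = 3), a log2 fold change of 0.65 (standard error 0.21, adjusted p = 0.0301 from limma). Stat2 lost the call with quantile normalization (adjusted p = 0.0985) and without any 1 of the anti-CD40 mice (adjusted p = 0.136, 0.0585, and 0.0593 without mice 2, 5, and 9). Il6 (chromosome 5, from 30013161 to 30019968) was read 6, 6, and 4 times in anti-CD40 mice 2, 5, and 9, and 0 to 3 times in the control mice. Its FPKM was 0.289 ± 0.0490 (SD, n = 3) and 0.0790 ± 0.0631 (SD, n = 6), a log2 fold change of 1.19 (standard error 0.32, adjusted p = 0.0121 from limma, or 0.0543 with quantile normalization).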

We validated these findings by IHC, which showed an increased expression of phosphorylated STAT1 (p-STAT1), p-STAT3, and p–NF-κBp65 in the liver (Figure 3B and Supplemental Figure 6E). By RNA in situ hybridization (RNA-ISH), we also found an increased expression of *Tnf* in the liver after anti-CD40 treatment (Figure 3, C and D). Based on these findings, we next examined the impact of blocking the signaling of IFN-γ, TNF, and IL-6 on hepatotoxicity induced by treatment with chemotherapy administered 2 days after anti-CD40 (Figure 3E). We found that antibody neutralization of IFN-γ or TNF, but not IL-6, completely prevented the lethal weight loss and hepatic necrotic lesions triggered by chemoimmunotherapy (Figure 3, F and G; and Supplemental Figure 6, F and G). Further, serum transaminitis induced by chemoimmunotherapy was abrogated by anti–IFN-γ and reduced in mice receiving anti-TNF (Figure 3H and Supplemental Figure 6H). We tested a role for macrophages and other myeloid cell subsets as a source of TNF but found that the depletion of myeloid cells using anti-Ly6G and anti–Gr-1 antibodies did not alter the capacity of anti-CD40 to induce an increase in TNF levels detected in the blood (Supplemental Figure 6I). We also examined for cellular determinants of IFN-γ. Here, systemic release of IFN-γ after anti-CD40 treatment remained intact in *Rag2^–/–^* mice, which lack B cells and T cells, but was ablated in NOD-*scid* IL2Rγ^null^ (NSG) mice (Figure 3I). This finding implicates NK cells in the production of IFN-γ. Finally, neutralization of IFN-γ blocked the release of TNF detected in the serum after anti-CD40 (Figure 3J), demonstrating that TNF was a mediator downstream of IFN-γ induced by anti-CD40.

### TNF blockade prevents hepatotoxicity triggered by chemoimmunotherapy without impairing antitumor efficacy.

Because IFN-γ is essential for antitumor efficacy induced by an agonist CD40 antibody (13, 15), we next tested whether blockade of TNF might prevent hepatotoxicity without impairing antitumor efficacy. To do this, we investigated 2 therapeutic strategies (Figure 4A), wherein gemcitabine is administered either 2 or 5 days after anti-CD40 and in combination with immune checkpoint blockade including anti–CTLA-4 and anti–programmed cell death protein 1 (anti–PD-1) antibodies. As expected, we found that the delivery of gemcitabine chemotherapy 2 days after anti-CD40 produced lethal weight loss (Figure 4B). Notably, weight loss was abrogated by administering an anti-TNF neutralizing antibody. We also found in the absence of chemotherapy that anti-CD40 in combination with immune checkpoint blockade produced a significant but transient weight loss. This finding was not accentuated by incorporating gemcitabine 5 days after anti-CD40 but was prevented by incorporating an anti-TNF neutralizing antibody (Figure 4B).

We next examined the impact of an anti-TNF neutralizing antibody on the therapeutic efficacy of anti-CD40 administered in combination with chemotherapy and immune checkpoint blockade (Figure 4, C and D). Consistent with the induction of lethal weight loss, we found that the delivery of gemcitabine 2 days after anti-CD40 shortened median overall survival compared with control-treated mice (Figure 4, C and D; and Supplemental Figure 7, A and B). In contrast, incorporating TNF blockade into this treatment regimen led to a significant improvement in survival with 30% of mice achieving a complete response with cure. Notably, we also found that anti-TNF treatment had no detrimental impact on antitumor activity produced with gemcitabine chemotherapy delivered 5 days after anti-CD40 in combination with immune checkpoint blockade. Inclusion of gemcitabine chemotherapy 5 days after anti-CD40 was also not found to impair antitumor efficacy achieved with anti-CD40 in combination with immune checkpoint blockade. In summary, our data identify TNF as a therapeutic target for improving the safety of anti-CD40 treatment while preserving antitumor activity.

## Discussion

Immune-related toxicities remain a significant clinical challenge in the application of immunotherapy for the treatment of cancer (25, 26). For agonist CD40 antibodies, which have been in early-phase clinical trials for more than a decade, immune-related toxicities including CRS and hepatotoxicity have hampered clinical development. Our study demonstrates that hepatotoxicity triggered by an agonist CD40 antibody was mechanistically coupled to CRS. We show that CD40 activation sensitized the liver to chemotherapy-induced hepatotoxicity, resulting in transaminitis, necrotic liver lesions, and weight loss. We identified the upregulation of TNF signaling in the liver after treatment with a CD40 agonist and determined that TNF blockade was sufficient to abrogate toxicity without impairing antitumor efficacy in mice. Our findings provide a biological rationale to clinically explore TNF blockade as a preventative treatment approach for mitigating toxicity induced with anti-CD40 in patients.

As monotherapy, anti-CD40 shows minimal clinical activity in patients with cancer, which is the impetus for ongoing studies testing combinations with chemotherapy, radiation, and other immunotherapies. In this regard, promising activity has been reported with anti-CD40 in combination with chemotherapy for patients with metastatic PDAC (14, 16, 20, 27). However, immune-related toxicities, including CRS and hepatotoxicity, can be significant with agonist CD40 antibodies when given with chemotherapy (20). To this end, we and others have previously shown that the timing of administering chemotherapy with respect to anti-CD40 treatment can have implications on both treatment efficacy and toxicity (12, 15, 21). Specifically, chemotherapy when given prior to anti-CD40 is thought to elicit an immunogenic form of tumor cell death and the release of tumor antigens for presentation by APCs, which, when subsequently activated via CD40, prime tumor-specific T cells (2). In our studies conducted with mice, we found that administering chemotherapy prior to anti-CD40 did not worsen hepatotoxicity compared with anti-CD40 as monotherapy. This is consistent with a prior clinical study involving patients with advanced solid cancers, where anti-CD40 was shown to be well tolerated when given 2 or 7 days after chemotherapy (24). However, anti-CD40 can also sensitize tumors to chemotherapy by activating a myeloid-dependent immune response that resolves stromal elements of the tumor microenvironment involved in chemoresistance (15). In this regard, the timing of chemotherapy delivery after anti-CD40 treatment is critical and, if administered within 2 or 3 days of anti-CD40, can be lethal (15, 21). Practically, both strategies of sequencing chemotherapy with anti-CD40 are applicable to ongoing clinical trials given that standard-of-care chemotherapy is administered both before and after anti-CD40.

In our studies, we focused on defining the mechanism underlying toxicity induced by anti-CD40 when delivered prior to chemotherapy. We found that anti-CD40 sensitized the liver to toxicity from both gemcitabine and nab-paclitaxel chemotherapy, suggesting that the liver may be generally at increased risk for drug toxicity after systemic CD40 activation. In patients treated with gemcitabine in combination with anti-CD40, we observed grade 1–2 AST and ALT elevations as early as 2 days after anti-CD40 treatment, which persisted for nearly 2 weeks before returning to baseline levels. A recent phase Ib study combining a CD40 agonist with gemcitabine and nab-paclitaxel also reported transaminitis (20). However, in this study, grade 3 AST and ALT toxicities were observed in 6 of 15 patients (40%) treated at the recommended phase II dose for anti-CD40 (28, 29). Notably, grade 3 transaminitis is not common with gemcitabine in combination with nab-paclitaxel (28, 29), which implicates anti-CD40 as the major contributor to observed hepatotoxicity.

Our findings provide insight into mechanisms underlying CD40 immune-related toxicities. In prior studies, myeloid cells have been implicated as key mediators of liver toxicity induced by a CD40 agonist. Specifically, CD11b^+^Gr1^+^ myeloid cells and reactive oxygen species are identified as mediators of transaminitis induced by anti-CD40 as monotherapy in tumor-bearing mice (30). However, this report, which investigated the direct hepatotoxic effects of a CD40 agonist, differs markedly from our studies, which focused on mechanisms by which a CD40 agonist sensitizes the liver to subsequent toxicity from chemotherapy. In this regard, we found that CEL, which broadly deplete liver resident myeloid cells, were not able to prevent hepatotoxicity induced by anti-CD40 in combination with chemotherapy. We also studied the depletion of Ly6G^+^ and Ly6C^+^ cells using depleting antibodies and found that transaminitis tended to decrease, although there was no impact on weight loss. It remains possible that functional redundancy within the myeloid compartment might explain the inability of myeloid cell–depleting strategies to prevent toxicity induced by CD40 chemoimmunotherapy. However, this also illustrates the daunting challenge with intervening on cellular determinants as a strategy to ameliorate immune-related toxicities. To this end, CSF1R^+^ macrophages were previously shown to be required for the development of hepatic lesions marked by fibrin thrombi that form in tumor-bearing mice in response to anti-CD40 in combination with gemcitabine chemotherapy (21). Consistent with this, we also identified a role for CSF1R^+^ cells in the formation of hepatic lesions induced by anti-CD40 in combination with chemotherapy. Interestingly, this biology was observed only in tumor-bearing mice and not tumor-free mice. We have previously shown that cancer development can trigger an accumulation of myeloid cells and extracellular matrix deposition in the liver, which may explain this differential role for myeloid cells in mediating CD40-induced liver toxicity (31). However, even in tumor-bearing mice, anti-CSF1R treatment failed to mitigate treatment-induced weight loss or transaminitis triggered by CD40 chemoimmunotherapy. This finding is consistent with a recent phase Ib study that investigated anti-CSF1R (emactuzumab) in combination with a CD40 agonist (selicrelumab) and observed transaminitis in greater than 20% of patients, greater than 10% of which were grade 3 adverse events (32). Taken together, these findings support the need for alternative strategies, other than myeloid depletion, for dampening toxicities triggered by CD40 agonists. Moreover, combining myeloid-depleting with myeloid-activating strategies may be counterproductive for antitumor activity (33).

Systemic delivery of a CD40 agonist triggers a rapid cytokine release associated with bone marrow mobilization of myeloid cells and their trafficking into tumor tissues, where they subsequently facilitate the production of MMPs (15). Based on this biology, we considered a role for MMPs in sensitizing the liver to chemotherapy-induced toxicity. Indeed, we found significant changes in MMPs in the liver in response to anti-CD40. However, inhibiting MMPs had no effect on weight loss triggered by anti-CD40 in combination with chemotherapy. It is important to note that our studies assessing a role for MMPs in mediating anti-CD40 toxicity were conducted in tumor-free mice. Thus, like the case for CSF1R^+^ macrophages, it is possible that MMPs may contribute to toxicity in the context of a tumor-bearing host. However, our focus was to identify the main cellular and molecular determinants of toxicity independent of the context of a tumor. Notably, CD40 agonists have been used in combination with chemotherapy in the adjuvant setting (NCT02588443) for patients without detectable disease. Thus, we believe that our results are applicable to the use of CD40 agonists in the treatment of patients with active and measurable disease as well as patients with undetectable disease but who are at high risk for tumor recurrence.

Recent studies show a role for cytokines in mediating toxicities triggered by immunotherapy. For instance, IL-1 and IL-6 are associated with CRS and neurotoxicity triggered by CAR T cells (34, 35). Similarly, CRS induced by CD3 bispecific antibodies is initiated by T cell–dependent release of TNF, which subsequently triggers cytokine production, including IL-1 and IL-6, by monocytes and macrophages (36). TNF also mediates colitis caused by immune checkpoint blockade with anti–CTLA-4 and anti–PD-1 antibodies (37–39). Importantly, cytokine blockade, including anti-TNF and anti–IL-6 antibodies, has been found to ameliorate toxicities without impairing efficacy and is used for toxicity management in patients treated with immunotherapy (40). Based on these findings, we investigated a link between CRS and hepatotoxicity induced by anti-CD40 treatment. Our findings show that systemic CD40 activation triggers remarkable changes in the liver transcriptome with differential expression of 5464 genes. Notably, this remodeling of the liver is accompanied by an influx of myeloid cells and the activation of immune signaling pathways. Gene enrichment analyses suggested a key role for cytokines, particularly TNF, IL-6, and IFN-γ. We found that TNF and IFN-γ were required for hepatotoxicity induced by anti-CD40 in combination with chemotherapy. However, in contrast to CAR T cell therapy and CD3-bispecific antibodies, we found that CRS induced by anti-CD40 did not require T cells and IL-6 was dispensable for toxicity. To this end, our data implicate NK cells as the initial mediators of IFN-γ produced in response to systemic CD40 activation. 

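Ifng lies on chromosome 10 of mm10 from 118441047 to 118445892. Its FPKM in the liver 2 days after treatment was 0.0503 ± 0.0432 (SD, n = 3 mice) after anti-CD40 and 0.0806 ± 0.0717 (SD, n = 6) in control mice, below the mean FPKM of 0.1 required for the test across genes. The log2 fold change was -0.21 on the log2(FPKM + 0.1) scale (exact permutation p = 0.524), and it stayed negative with each mouse left out in turn, between -0.42 and -0.0048. The steps between low values give 1, 2, and 0 reads in anti-CD40 mice 2, 5, and 9, and 0 to 4 reads in the control mice, 3 against 9 reads in all. These are the smallest whole numbers that fit. A small increase was not detectable at this depth. In simulated experiments with the control mean of 1.50 reads per mouse and counting error as the only noise, the exact permutation test found a 2-fold increase in 15% of 1000 runs and a 6-fold increase in 96%.

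**Figure D5:**
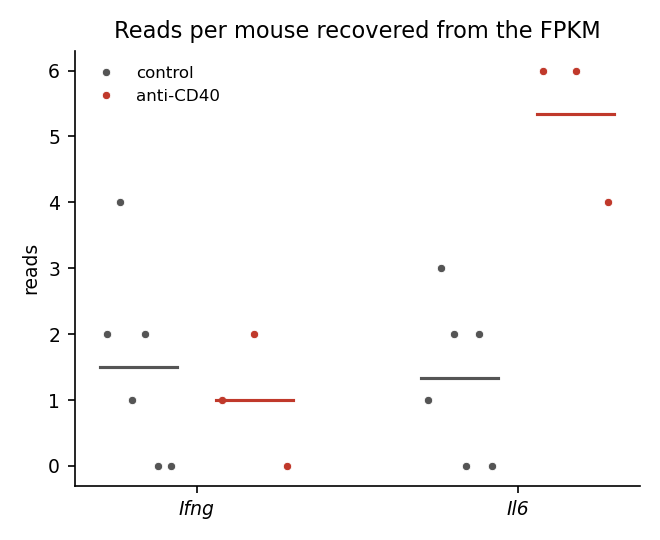
Reads of Ifng and Il6 in each mouse, recovered from the steps between low FPKM values, with grey points for the 6 control mice, red points for the 3 anti-CD40 mice, and a bar at each group mean. Ifng had at most 2 reads in an anti-CD40 mouse, and the 3 anti-CD40 mice had 4 to 6 reads of Il6.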

Notably, we did not observe an increase in *Ifng* transcripts in the liver, suggesting that CD40 induction of IFN-γ is extrahepatic. In contrast, in situ hybridization studies showed that *Tnf* is upregulated in the liver in response to anti-CD40. We considered a role for myeloid cells as the cellular source of TNF but found that the depletion of myeloid cell subsets did not impact serum TNF levels. Thus, it is possible that nonmyeloid cell populations may contribute to TNF release. Nonetheless, we found that neutralizing IFN-γ antibodies blocked the increase in *Tnf* transcripts detected in the liver, which is consistent with the activation of IFN signaling pathways that we detected in the liver in response to anti-CD40. Together, our data support a model in which anti-CD40 induces extrahepatic release of IFN-γ, which then triggers the intrahepatic production of TNF and subsequent liver pathology. Further, our findings indicate that mechanisms underlying CRS may differ between myeloid-directed and T cell–directed immunotherapies but ultimately can converge on similar cytokine-dependent pathways that culminate in organ toxicity.

TNF can have opposing roles in cancer immunotherapy. Whereas TNF production locally within the tumor microenvironment can promote tumor killing, TNF has also been shown to induce apoptosis in mature T cells and limit T cell trafficking into tumors (41). TNF inhibitors are used in the clinical management of toxicities associated with the use of anti–CTLA-4 antibodies (25, 40). In mouse models, they have been shown to ameliorate age-associated hyperinflammatory cytokine responses produced by systemic immune activation of macrophages (42) as well as immune-related adverse events produced by anti-CD40 in the absence of chemotherapy (43). In our studies, we observed TNF-dependent hepatotoxicity triggered by CD40 chemoimmunotherapy even in young mice and independent of macrophages. Inhibition of TNF with neutralizing antibodies decreased toxicity. However, although generally well tolerated, anti-TNF medications have also been found to cause modest liver injury albeit at a relatively low incidence (44). Thus, clinical studies will be needed to further define the safety of anti-TNF medications when used in combination with anti-CD40 treatment. Nonetheless, we found that TNF blockade extended survival of mice, wherein chemotherapy was administered 2 days after a CD40 agonist with immune checkpoint blockade. By ameliorating toxicity, we were able to examine the relationship between the timing of chemotherapy after a CD40 agonist and antitumor efficacy. Notably, we found improved antitumor activity when chemotherapy was delayed to 5 days, compared with 2 days, after anti-CD40. This finding illustrates the importance of appropriate sequencing and timing of chemotherapy with immunotherapy.

Although our studies were performed using an implantable model of PDAC, we have previously reported activity with anti-CD40 in the treatment of tumors arising spontaneously in a genetic model of PDAC (12, 14). In addition, anti-CD40 has shown potential to combine with immune checkpoint blockade for the treatment of tumors arising in genetic mice (3). An ongoing study in patients with PDAC is evaluating anti-CD40 when combined with chemotherapy and immune checkpoint blockade as first-line therapy (20). Further, a retrospective analysis of survival outcomes for patients with PDAC treated with gemcitabine in combination with a CD40 agonist suggests benefit with the addition of anti-CD40 to chemotherapy (27). Our study now addresses the impact of delivering chemotherapy either before or after treatment with anti-CD40. Although we did not observe increased toxicity with administering chemotherapy prior to anti-CD40 in mice, this sequencing strategy may be detrimental for CD40-induced antitumor activity due to the capacity of chemotherapy to deplete monocytes and dendritic cells (27), the precise targets of anti-CD40. To circumvent this issue, we studied a role for chemotherapy delivered after a CD40 agonist. In this regard, we found that incorporating chemotherapy delivery 5 days after anti-CD40 did not hinder antitumor activity. However, we also found that inclusion of chemotherapy was not additive when used to treat PDAC tumors that are sensitive to immune checkpoint blockade. Consistent with this, a recent report showed the potential of anti-CD40 to combine with immune checkpoint blockade independent of cytotoxic therapy (45).

In summary, the results from this study show the capacity of prophylactic TNF blockade to prevent hepatotoxicity triggered by CD40 chemoimmunotherapy. We propose that a preventative approach is likely to be most beneficial, compared with the administration of anti-TNF upon clinical manifestation of immune-related toxicity, given the rapid release of TNF after systemic CD40 activation. Further, using a prophylactic strategy, we found that TNF blockade did not impinge on the therapeutic activity of anti-CD40 with or without chemotherapy and an improved toxicity was observed when anti-CD40 was combined with anti–PD-1 and anti–CTLA-4 antibodies even in the absence of chemotherapy. Thus, anti-TNF antibodies offer a clinically feasible approach for mitigating toxicity without impairing antitumor efficacy produced with agonist CD40 antibodies.

## Methods

### Clinical data.

Laboratory data were collected on patients with PDAC who were previously treated on a phase I clinical trial with gemcitabine on days 1, 8, and 15 and an agonistic CD40 antibody (CP-870,893) on day 3 of each 28-day cycle as previously reported (16). We analyzed clinical data for the patients enrolled in this study by extracting laboratory values from their electronic health records maintained by the Hospital of the University of Pennsylvania. Laboratory values that were extracted were AST and ALT serum levels corresponding to days 1, 2, 3, 4, 5, 8, and 15 of each 28-day cycle. Days with fewer than 3 patient data points were excluded from analysis.

### Cell lines.

PDA.7940B and PDA.69 cell lines (PDAC cells) were used in subcutaneous tumor models. These cell lines were derived from PDAC tumors that arose spontaneously in KPC mice, as previously described (15). Cell lines were cultured in DMEM (Corning) supplemented with 10% FBS (VWR), 83 μg/mL gentamicin (Thermo Fisher Scientific), and 1% GlutaMAX (Thermo Fisher Scientific) at 37°C, 5% CO_2_. Only cell lines that had been passaged fewer than 15 times were used for experiments, and trypan blue staining was used to ensure that cells with greater than 85% viability were used for studies. All cell lines used in our studies tested negative for mycoplasma contamination at the Cell Center Services Facility at the University of Pennsylvania.

### Animal experiments.

C57BL/6J mice were obtained from The Jackson Laboratory or bred in-house. In some experiments, mice from laboratory breeding colonies expressing Cre under the control of the Pdx promoter were used. In general, mice were monitored 3 times per week for general health and euthanized early based on defined endpoint criteria, including tumor volume greater than or equal to 1000 mm^3^, ascites, lethargy, loss of greater than or equal to 20% body weight, or other signs of sickness or distress.

For all animal studies, mice of similar age and sex were block randomized in an unblinded fashion. Sex-matched mice aged between 8 weeks and 12 weeks were used unless otherwise indicated. Sample sizes were estimated based on pilot experiments and were selected to provide sufficient numbers of mice in each group for statistical analysis.

For the administration of drugs, gemcitabine or nab-paclitaxel (120 mg/kg in 200 μL saline) was given by i.p. injection. MMP inhibitors WAY-170523 (0.02 mg) and actinonin (0.2 mg) were administered i.p. 30 minutes before anti-CD40 on days indicated in Supplemental Figure 5, as previously described (15). Antibodies used in in vivo studies were dosed as described in Supplemental Table 1. Antibodies were administered by i.p. injection in 200 μL sterile PBS via a 30-gauge needle. Approximately 10% of mice treated with anti-CD40 were excluded from analysis because treatment failed to produce the prototypical CD40-induced systemic inflammatory response that is characterized by a decrease in CD19^+^ B cells in the peripheral blood detected at 24 hours after treatment (16).

### AST/ALT analysis.

For animal studies, blood was collected by cardiac puncture at time of necropsy. Whole blood was centrifuged at 13,000 rpm for 20 minutes. Serum was collected and stored at –80°C until analyzed for AST and ALT levels by the Clinical Pathology Lab at the Ryan Veterinary Hospital at the University of Pennsylvania. The normal range for AST and ALT was defined by determining the 95% CIs for serum levels detected in untreated non–tumor-bearing mice across all studies conducted for this manuscript. For AST, the normal range was 179–294 U/L. For ALT, the normal range was 53–69 U/L.

### Microscopic analysis.

For preparation of FFPE sections, dissected tissues were fixed in 10% formalin for 24 hours at room temperature, washed twice with PBS, and then stored in 70% ethanol solution at 4°C until embedded in paraffin and sectioned at 5 μm. Automated IHC and RNA in situ hybridization were performed on FFPE sections using a Ventana Discovery Ultra automated slide staining system (Roche). Reagents were obtained from Roche and ACDBio (Supplemental Tables 2–4) and used according to manufacturer’s protocol. For manual H&E staining, sections were incubated 2 times for 2 minutes in xylene, 2 times for 2 minutes in 100% ethanol, 1 time for 2 minutes in 95% ethanol, and 1 time for 2 minutes in 70% ethanol. Sections were then rinsed in tap water for 2 minutes, stained in hematoxylin for 3 minutes, rinsed in tap water for 5 minutes, and stained in eosin for 2 minutes. Finally, sections were washed 3 times in 95% ethanol.

Images of tissue sections were acquired using an Aperio CS2 scanner system (Leica) or on a BX43 upright microscope (Olympus). Whole-slide scanned images were digitally quantified with custom algorithms created using Visiopharm Software (Version 2019.07). For MPO, F4/80, p-STAT1, and p-STAT3 analyses, regions of interest (ROIs) were determined by a “tissue detect” algorithm to identify the liver, and positively stained cells were quantified within each ROI. Absolute cell counts (or cluster counts in the case of F4/80) were normalized to the ROI area and reported as density (cells per mm^2^). For Ly6G and p–NF-κBp65, the edges of the liver were excluded due to staining artifacts, and then the same procedure was followed. For RNA-ISH analysis, 10 original magnification 40× images per sample were analyzed, and the percentage area of positive staining was determined.

### Flow cytometry.

Peripheral blood (10 μL) was collected via tail vein bleed. Cells were resuspended in ACK lysing buffer (Life Technologies, Thermo Fisher Scientific) at room temperature for 5 minutes to remove red blood cells. After washing 3 times with PBS, cells were stained using Fixable Aqua Dead Cell Stain Kit (Life Technologies, Thermo Fisher Scientific) following the manufacturer’s protocol. For characterization of immune cell subsets, cells were washed with PBS containing 0.2 mM EDTA with 2% FBS and stained with appropriate antibodies (Supplemental Table 2). Cells were fixed with 3% formaldehyde in PBS. Last, cells were washed 3 times with PBS containing 0.2 mM EDTA with 2% FBS and examined using a FACSCanto II (BD Biosciences). Flow cytometric data were analyzed using FlowJo version 10.2.

### Cytometric bead array analysis for IFN-γ and TNF-α.

Mice were bled retro-orbitally 1 day after treatment, and serum was collected by centrifuge at 10,000*g* for 15 minutes at room temperature. Cytokine levels were measured by a cytometric bead array kit for mouse IFN-γ and TNF (BD Biosciences) using a FACSCanto II (BD Biosciences).

### RNA sequencing and analysis.

Mouse organs were stored in TRIzol (Thermo Fisher Scientific) at –80°C until analysis. Samples were thawed on ice and allowed to equilibrate to room temperature before RNA was isolated using the RNeasy Mini Kit (QIAGEN) following the manufacturer’s protocol. RNA was submitted to the Genomics Facility at the Wistar Institute. After the quality of RNA was assessed using a 2100 Bioanalyzer (Agilent), samples were prepared using a QuantSeq 3′ mRNA-Seq Library Prep Kit FWD for Illumina (Lexogen) following the manufacturer’s protocol and analyzed on a NextSeq 500 sequencing system (Illumina). FastQ files were uploaded to the BaseSpace Suite (Illumina) after sequencing and aligned to the *Mus musculus* 10 (mM 10) genome using the STAR aligner within the RNA-Seq Alignment (version 1.1.0) application. The maximum allowed mismatches were set to 14 bases as recommended by manufacturer. Output.bam/.bai files were analyzed by CuffDiff using the Cufflinks Assembly & DE (version 2.1.0) application in the BaseSpace Suite to determine differentially expressed genes (DEGs) between experimental groups. Significant DEGs (adjusted *P* <.05) were used to generate an expression heatmap in Morpheus (Broad Institute, https://software.broadinstitute.org/Morpheus).

DEGs were analyzed using the ClueGO (version 2.5.4) and Cluepedia (version 1.5.4) applications (46) within the Cytoscape software (version 3.7.1) (47). Functional grouping of resultant biological processes was performed according to the output κ score. Morpheus (https://software.broadinstitute.org/morpheus) was used to generate an expression heatmap of significant genes from ClueGo biological processes.

Gene set enrichment analysis (version 4.0.3) was performed using Gene Ontology data (downloaded October 18, 2019) (48, 49) to determine biological processes that were differentially enriched in experimental groups (50). Morpheus was used to generate an expression heatmap of the enriched gene sets.

### RNA isolation and quantitative reverse-transcription PCR.

For RNA studies, murine bulk liver tissue was harvested and lysed in TRIzol at 4°C. Samples were stored at –80°C until analysis. Samples were then thawed on ice and allowed to equilibrate to room temperature before RNA was isolated using the QIAGEN RNeasy Mini kit, according to manufacturer protocol. RNA was collected in RNase-free water and quantified using a NanoDrop spectrophotometer (Thermo Fisher Scientific). RNA was converted to cDNA for quantitative reverse-transcription PCR using the High-Capacity cDNA Reverse Transcription Kit according to manufacturer protocol (Applied Biosystems, Thermo Fisher Scientific).

Murine-specific *Mmp* and *Timp* primers for quantitative reverse-transcription PCR were designed using the Primer 3 online program (http://frodo-wi.mit.edu) and synthesized by Integrated DNA Technologies. Primer sequences are listed in Supplemental Table 5. Relative quantification of all products was measured using TaqMan assays (Applied Biosystems, Thermo Fisher Scientific). Expression was normalized to *Gapdh* and the relative gene expression for each gene was calculated using the ΔCT formula. The fold increase or decrease in expression for samples obtained from treated mice was calculated as a ratio over the expression observed in samples obtained from control mice (ΔΔCT).

### Data availability.

Sequencing data have been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus under access number GSE156160.

### Statistics.

Statistical significance was calculated using Prism (GraphPad Software, version 7) unless otherwise indicated. Paired group comparisons were evaluated using 2-tailed Wilcoxon’s matched pairs signed-rank test or 2-tailed paired *t* test. Unpaired comparison tests between 2 groups were performed using 2-tailed Mann-Whitney *U* test. For multiple-comparison testing, Gaussian distribution was evaluated using the Shapiro-Wilk test. One-way ANOVA with Dunnett’s multiple-comparison test or Brown-Forsythe and Welch’s 1-way ANOVA tests with Dunnett’s T3 multiple comparisons test were used for comparison between more than 2 groups with Gaussian distribution. Kruskal-Wallis test with Dunn’s multiple-comparison test was used for comparison among more than 2 groups without Gaussian distribution. Outliers were detected with the Grubbs outlier test and excluded from the analysis. Comparison of Kaplan-Meier overall survival curves was performed using log rank (Mantel-Cox) test. Unless otherwise stated, data shown are mean ± SD. *P* values less than 0.05 were treated as significant. The experiments were not randomized and the investigators were not blinded to allocation during experiments and outcome assessment, unless otherwise stated.

### Study approval.

For human studies, written informed consent was required, and the study was approved by the University of Pennsylvania Institutional Review Board. For animal studies, protocols were reviewed and approved by the IACUC of the University of Pennsylvania.

## Author contributions

MLS, GLB, JL, VMH, YL, KBL, JWL, THB, and AH contributed to study design, data analysis, and interpretation. MLS, KG, HC, JL, ET, VMH, YL, MIM, THB, and KBL performed experiments. MLS, JL, VMH, YL, MIM, and MG created figures. MLS and GLB wrote the manuscript. All authors reviewed and approved the final manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
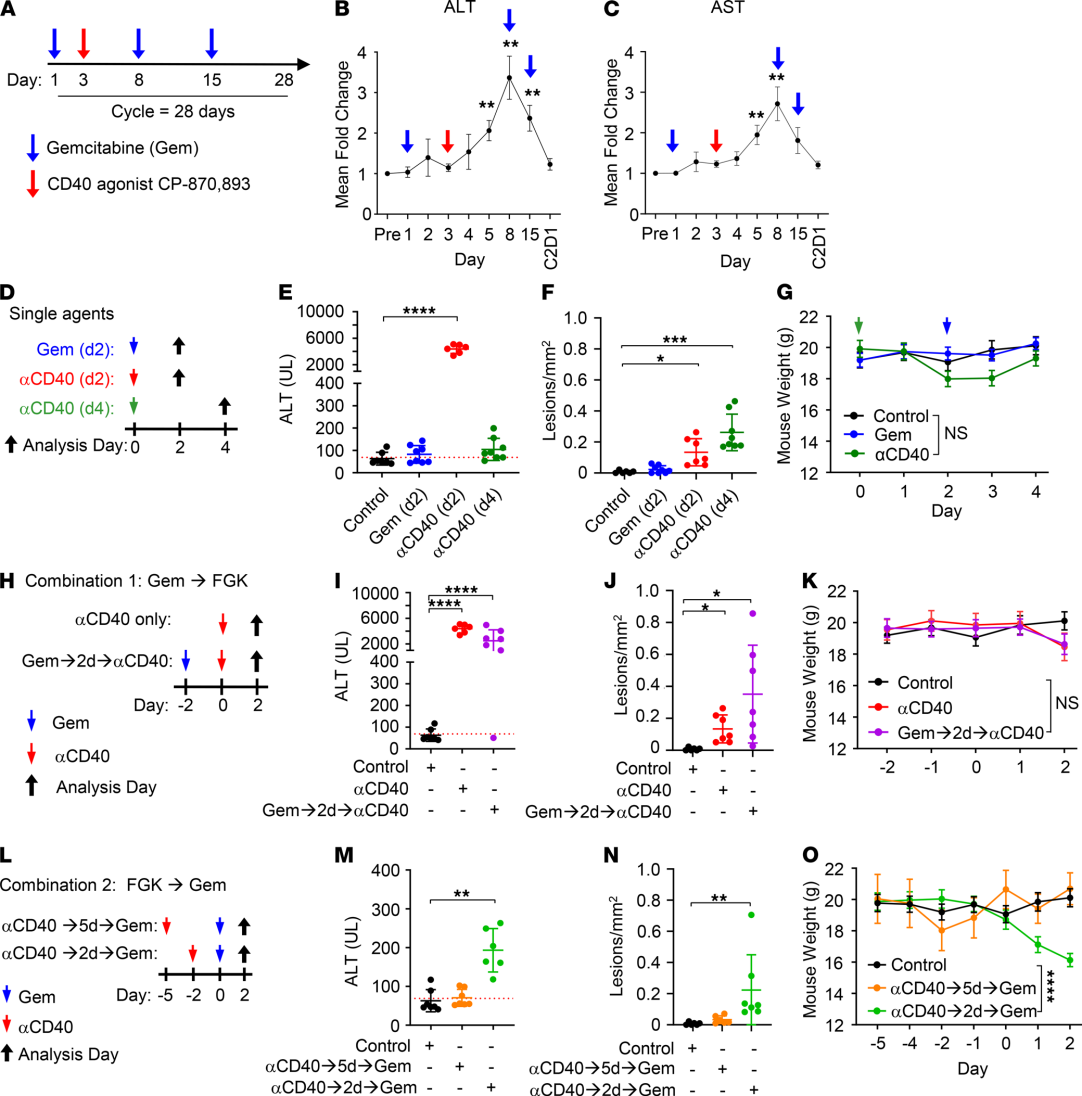
Systemic CD40 activation sensitizes the liver to chemotherapy-induced hepatotoxicity. (**A**) Treatment schema. Patients with chemotherapy-naive, surgically incurable PDAC received gemcitabine (1000 mg/m^2^) infused on days 1, 8, and 15 of each 28-day cycle, with CP-870,893 administered once on day 3 of each cycle. (**B**) ALT and (**C**) AST serum levels in patients treated as shown in **A**. *n* = 22 patients. One-way ANOVA with comparison to baseline (Pre) was performed. C2D1, cycle 2 day 1. (**D**) Study schema for **E**–**G**. Shown are (**E**) ALT serum levels and (**F**) number of lesions/mm^2^ in the liver detected on the day of analysis (shown in parentheses) after the indicated treatment. (**F**) Kruskal-Wallis with Dunn’s multiple comparisons test was performed. (**G**) Mouse weight over time after treatment (indicated by arrows). (**H**) Study schema for **I**–**K**. Shown are (**I**) ALT serum levels and (**J**) number of lesions/mm^2^ in the liver detected on day 2 after αCD40 treatment. (**J**) Brown-Forsythe and Welch’s 1-way ANOVA test with Dunnett’s T3 multiple-comparison test was performed. (**K**) Mouse weight over time. (**L**) Study schema for **M**–**O**. Shown are (**M**) ALT serum levels and (**N**) number of lesions/mm^2^ in the liver detected on day 2 after gemcitabine treatment. (**N**) Kruskal-Wallis with Dunn’s multiple-comparison test was performed. (**O**) Mouse weight over time. For **D**–**O**, *n* = 8 mice per group. Data are representative of ≥ 3 experimental replicates in control and αCD40→2d→Gem treated groups, ≥ 1 experimental replicate for all other groups. For **G**, **K**, and **O**, data shown are mean ± SEM with significance tested on day 2, and ordinary 1-way ANOVA with Dunnett’s multiple-comparison tests were performed. All other data shown are mean ± SD. For **E**, **I**, and **M**, red lines indicate upper range of the 95% CI for normal serum level of ALT derived from all experiments in the manuscript, and Kruskal-Wallis with Dunn’s multiple-comparison test was performed. Gem, gemcitabine; αCD40, clone FGK45; AST, aspartate aminotransferase; ALT, alanine aminotransferase. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 2:**
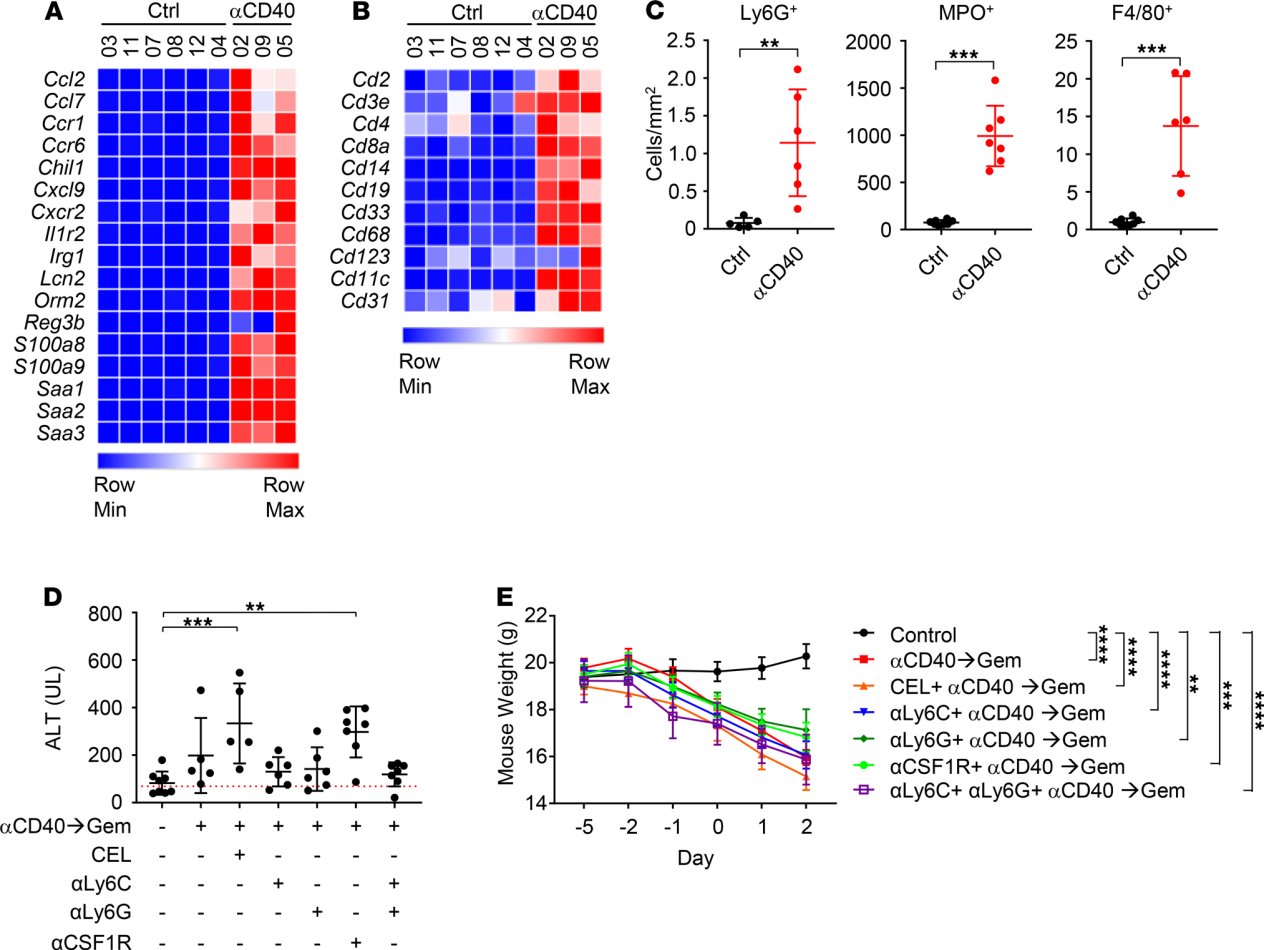
Myeloid cells are dispensable for hepatotoxicity triggered by chemoimmunotherapy. For **A**–**C**, mice (*n* = 3–6) were treated with control or αCD40, and liver was collected 2 days later for analysis. Shown are heatmaps from QuantSeq 3′ mRNA sequencing for (**A**) chemotaxis/acute inflammatory response-associated genes and (**B**) cell-specific markers. Heatmaps were generated from normalized FPKM values. (**C**) Quantification of cells expressing Ly6G and MPO, and clusters of cells (>900 mm^2^) expressing F4/80 in liver tissue detected by IHC. Mann-Whitney *U* tests were performed. *n* *=* 1 experimental replicate. For **D** and **E**, mice (*n* = 8 per group) were treated with αCD40 on day –2 and Gem on day 0. Analysis was performed on day 2. Myeloid-depleting agents were given as follows: CEL (days –4, –1); αLy6C (days –3, –2, –1, 0); αLy6G (days –3, –2, –1, 0); and αCSF1R (days –4, –2, 0). (**D**) ALT serum levels detected on day 2 after gemcitabine. Significance was tested with Kruskal-Wallis with Dunn’s multiple-comparison test. Significant comparisons with control are shown. *n* = 2 experimental replicates for control, αCD40→Gem, and αCD40→Gem+αCSF1R. *n* = 1 experimental replicate for all other groups. Red line indicates the upper range of the 95% CI for normal serum level of ALT derived from all experiments in the manuscript. (**E**) Mouse weight over time. Significance was tested with ordinary 1-way ANOVA with Dunnett’s multiple-comparison for weight on day 2. Data shown are mean ± SEM. *n* = 4 experimental replicates for control, αCD40→Gem, and αCD40**→**Gem+αCSFR. *n* = 2 experimental replicates for αCD40→Gem+CEL and αCD40→Gem+CEL+αLy6C. *n* = 1 experimental replicate for αCD40→Gem+αLy6G. All other data shown are mean ± SD. Gem, gemcitabine; αCD40, clone FGK45; CEL, clodronate-encapsulated liposomes; ALT, alanine aminotransferase; FPKM, fragments per kilobase of transcript per million mapped reads. **P < 0.01; ***P < 0.001; ****P < 0.0001.

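Fig. 2A lists 17 genes, and all 17 had an adjusted p under 0.05 from limma and were higher after anti-CD40. In 16 of them the groups did not overlap. Lcn2, which encodes lipocalin 2, rose from 8.08 ± 4.84 (SD, n = 6) to 2393 ± 435 (SD, n = 3 mice), and Orm2, which encodes an acute phase protein, from 19.3 ± 12.8 (SD, n = 6) to 996 ± 32.1 (SD, n = 3). The chemokine gene Cxcl9 rose from 9.56 ± 3.83 (SD, n = 6) to 409 ± 48.1 (SD, n = 3). Several genes were close to the floor of the table in control mice, where their mean FPKM was 0.0740 for Chil1, 0.0612 for Ccr1, and 0.0556 for Cxcr2, so their log2 fold changes of 5.84, 4.04, and 3.78 depend on the pseudocount. Il1r2 (log2 fold change 6.02) has a position in the table that is shared by 2 genes.
Reg3b was the exception. Its FPKM was 48.7, 314, and 0.186 in anti-CD40 mice 2, 5, and 9, and at most 2.10 in the control mice. The log2 fold change was 5.75 (standard error 1.82, adjusted p = 0.0257 from limma), and the exact permutation p was 0.0952. The call was lost without anti-CD40 mouse 5 (log2 fold change 3.62, adjusted p = 0.138), whose sample also held transcripts of pancreatic enzymes, without mouse 2 (4.96, adjusted p = 0.109), and with robust eBayes (adjusted p = 0.0552). Without mouse 9 the log2 fold change was 8.67 (adjusted p = 3.61e-04).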

**Figure 3:**
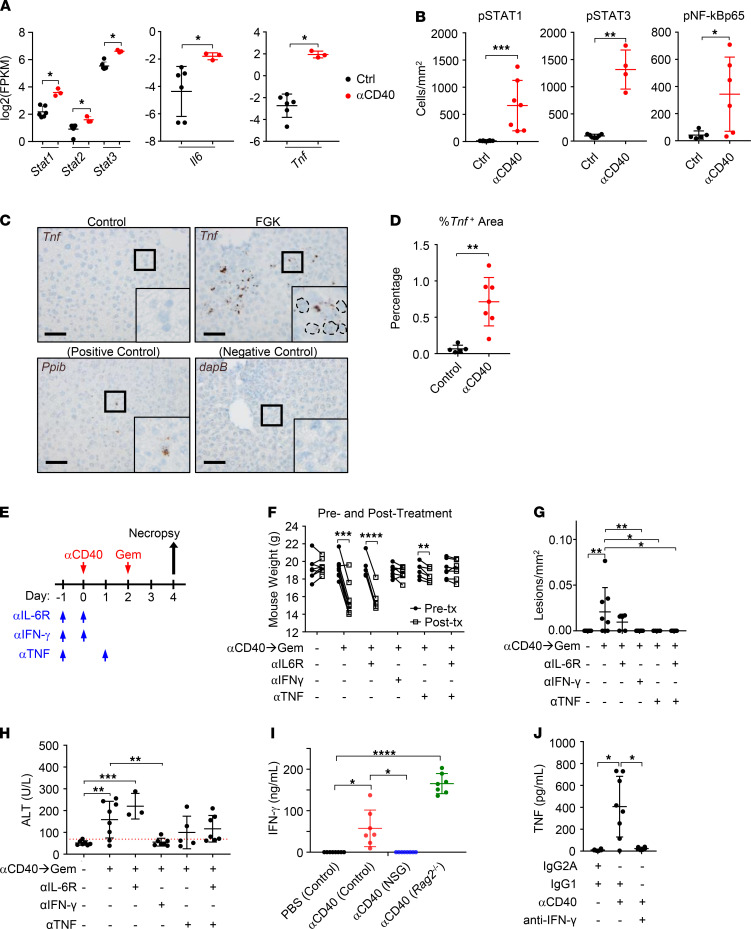
TNF is necessary for hepatotoxicity produced with chemoimmunotherapy. (**A**) RNA was extracted from bulk liver tissue of control- (Ctrl) or αCD40-treated mice 2 days after treatment. Gene expression for *Stat1*, *Stat2*, *Stat3*, *Il6*, and *Tnf* displayed as FPKM detected using QuantSeq 3′ mRNA sequencing. *n* = 3–6 mice/group, 1 experimental replicate. (**B**) Quantification by IHC of phosphorylated (p-) STAT1, p-STAT3, and p–NF-κBp65 protein expression in liver tissues collected 2 days after treatment with αCD40 compared with control. (**C**) Representative images and (**D**) quantification of *Tnf* expression detected by RNA-ISH in the liver 2 days after αCD40 treatment compared with control. Positive and negative controls for RNA-ISH are shown. Scale bars: 50 μm. Insets wre generated by zooming in on indicated 50 x 50 μm regions. (**A**–**D**) *n* = 8 mice/group, 1 experimental replicate. Mann-Whitney *U* tests were performed. (**E**) Study schema for **F–H**. *n* = 8 mice/group, 2 experimental replicates. (**F**) Mouse weight pretreatment and posttreatment on day 2. Paired 2-tailed *t* tests were performed. (**G**) Number of lesions/mm^2^ in the liver detected by H&E stain. (**H**) ALT serum levels on day 4. Red line indicates upper range of 95% CI for normal serum level of ALT derived from all experiments in the manuscript. (**I**) IFN-γ serum levels detected 24 hours after treatment with αCD40 in control, NSG, and *Rag2*^–/–^ mice. (**J**) TNF serum levels detected 1 day after treatment with αCD40 (compared with control). Anti–IFN-γ and isotype control (IgG1) were given on days –1 and 0. αCD40 and isotype control (IgG2a) were given on day 0. (**I** and **J**) *n* *=* 6–8 mice per group, 2 experimental replicates. Significance was tested using (**G** and **I**) Kruskal-Wallis with Dunn’s multiple-comparison test and (**H** and **J**) ordinary 1-way ANOVA with Dunnett’s multiple-comparison test. In **G**–**J**, comparisons with control and αCD40→Gem (**G** and **H**) or αCD40 (**I** and **J**) are shown. Data shown are mean ± SD. Gem, gemcitabine; αCD40, clone FGK45; ALT, alanine aminotransferase; FPKM, fragments per kilobase of transcript per million mapped reads. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 4:**
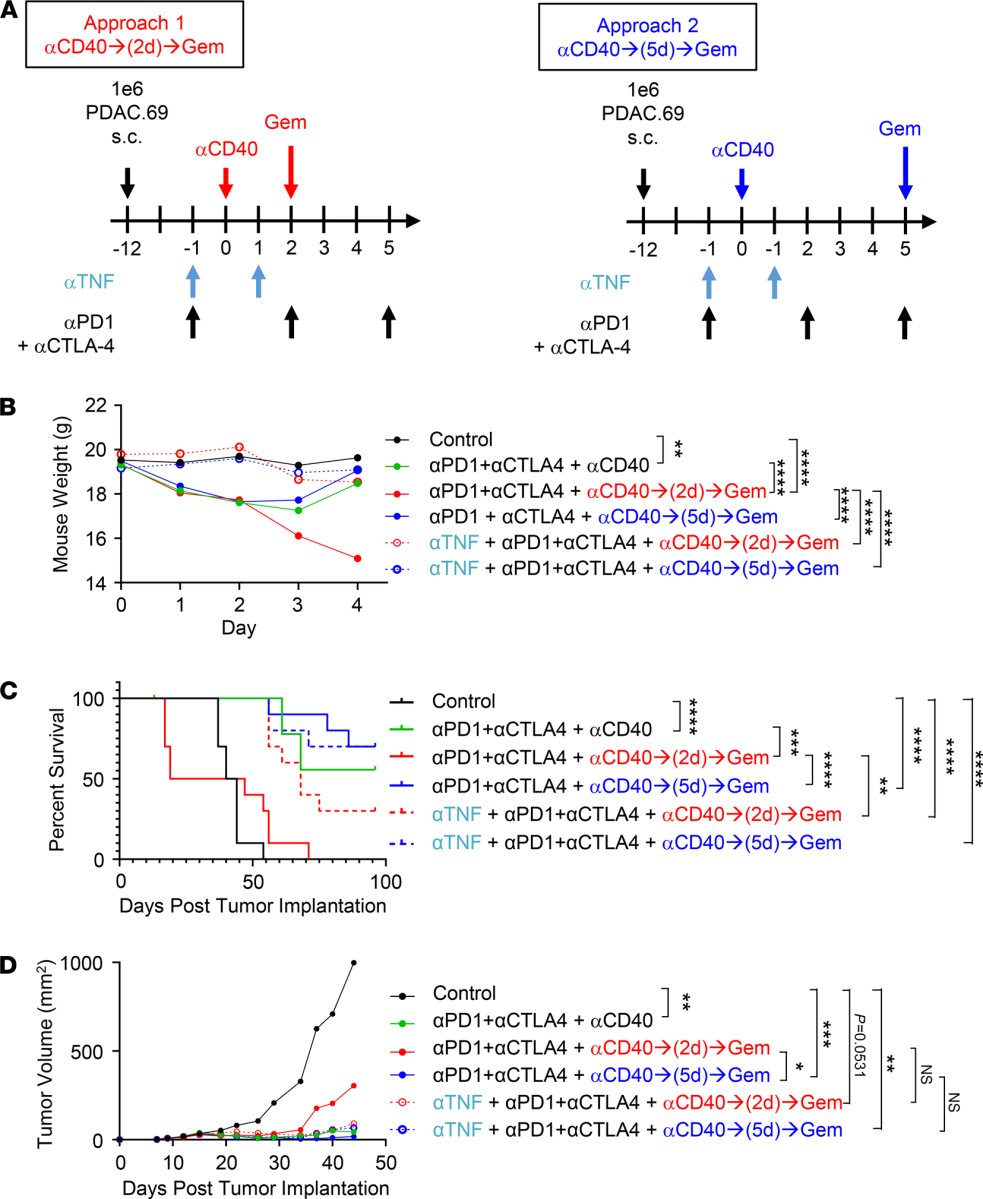
TNF blockade inhibits hepatotoxicity due to chemoimmunotherapy without affecting treatment efficacy. (**A**) Study schema used in **B**–**D**. Shown are (**B**) mean mouse weights over time, (**C**) overall survival, and (**D**) mean tumor growth curves. Statistical significance was determined using the following tests: in **B**, ordinary 1-way ANOVA with Dunnett’s multiple-comparison test was performed on weights on day 2; in **C**, Mantel-Cox test was used; and in **D**, Kruskal-Wallis with Dunn’s multiple-comparison test was performed on tumor volume on day 44. *n* *=* 10 mice/group. Data are representative of *n* = 2 experimental replicates. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

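RNA was isolated by the authors from the livers of 9 mice 2 days after anti-CD40 (3 mice) or control treatment (6 mice) and sequenced from the 3′ end on a NextSeq 500. The authors aligned the reads to mm10 with STAR in the BaseSpace RNA-Seq Alignment application and ran Cufflinks and CuffDiff. They deposited FPKM values, 1 for each of 24341 gene names in each mouse, with a floor of 0.01 and the word FAIL where an estimate failed. The filter the authors applied to the table and the annotation they used are not stated in the paper's text. The mice were grouped by the sample labels, whose mouse numbers match those on the heatmaps of Fig. 2. Gene names and positions were taken from the deposited table, with start positions counted from 1.
The 15 genes with a failed estimate in any mouse were left out, leaving 24326, and no scaling was added. The median ratios between mice, from 1.004 to 1.010, show that the deposited FPKM already share a scale, so rescaling by median ratios can move little. The deposited FPKM were tested on the log2 scale, as log2(FPKM + 0.1), in the 13807 genes with a mean FPKM of at least 0.1, with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend), treatment as the only factor, 2-sided tests, and Benjamini-Hochberg adjustment at 0.05. Single genes were tested with an exact permutation test over all 84 splits of the 9 mice into 3 and 6, whose smallest p is 0.0238. Lists of genes for 6 pathways were tested with camera at an inter-gene correlation of 0.01 and, as an alternative, with fgsea 1.28.0. Lists of marker genes were summarised as the mean log2 fold change with the exact permutation test. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 did the remaining steps, and matplotlib 3.10.9 drew the figures. The gene lists were compiled from general knowledge, since the gene sets used in the paper were not used here.
The rule for naming genes, set before the data were examined, took the genes the paper names in Fig. 2A, Fig. 2B, Fig. 3A, and the discussion of Ifng, and the 5 largest increases and 5 largest decreases among genes with an adjusted p under 0.05 whose groups did not overlap. The genes the paper names come from its own account of these mice. The largest increases and decreases were taken by their values in the same mice. Calls among either group therefore show no stability. Not every gene the rule took is reported, and none was left out because of its values.
The scripts were tested on simulated data. Of 200 genes changed by known amounts among 13807, 77% were recovered, and 89% of those with a log2 fold change of 2 in size, with 5 false calls. In 500 simulated null lists, camera gave a p under 0.05 in 1.8%. The simulated genes varied independently of each other, so lists of genes that vary together were not tested. The recovery of whole reads returned the right reads for 98.6% of 690 simulated genes. Reads divided by a factor common to all mice were scored as right. The genes scored had reads in most mice, few reads in each, and no reads lost under the floor.
The depth of each library is not given, so no interval that needs read totals was computed. The value of 1 read relative to the geometric mean of the mice lay between 0.884 and 1.15. Low genes are limited by counting, as the mean FPKM of 0.0503 of Ifng in the anti-CD40 mice rests on 3 reads. The rise of Saa1, Saa2, and Saa3 to 25.4% or more of the summed FPKM could lower the values of other genes. On the deposited scale the typical gene was not lowered, since the median log2 fold change of the genes tested was 0.0056. Summed FPKM is not a share of reads in 3′ data, and the share of reads the Saa genes took is not known. Alternatives set before the data were examined were pseudocounts of 1 and 0.01, no filter or a mean FPKM of at least 1, quantile normalization, median of ratios scaling, eBayes without the trend or made robust, array weights, a fold change of at least 2, an adjusted p under 0.01, leaving out each mouse, other set tests, Reactome sets, and lists without shared members. Chosen after the data were seen were keeping genes with a failed estimate, leaving out small RNA genes, leaving out the Saa genes with rescaling, and leaving out each mouse for the marker lists. A test on counts was not run, since whole reads were recovered for low genes only. Patient data, immunohistochemistry, in situ hybridization, and the treatment experiments were not analysed here.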

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

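The tests in this part were chosen after the results were seen, except the one of islet genes and pancreas tissue.
In 63 results each with values in 6 control mice, the gap of the highest or lowest mouse to the next, as a share of the range, was above 0.625 in 7, where chance gives about 3.15. Control mouse 4 was the mouse apart in 5 of the 7. It was highest in Chil3 (0.951, with an FPKM of 0.327), the IL-6/JAK/STAT3 signaling list (0.781), the TNF signaling via NF-κB list (0.661), the plasma cell list (0.670), and the erythroid list (0.701). Control mouse 3 was lowest in Stat2 (0.779, with an FPKM of 1.12), and control mouse 11 highest in Sco2 (0.818, with an FPKM of 26.3), a gene whose position in the table is shared by 3 genes. No explanation of the Stat2 and Sco2 values was tested.
For control mouse 4, a candidate explanation is more blood in the liver sample. Mouse 4 was the highest control in 7 of 8 lists of blood and immune cells, but the plasma cell and erythroid lists that set it apart are among them, and it was also the highest control in the Kupffer cell list (0.22 above the control mean), so the count does not decide it and the pattern cannot be told apart from more blood. Inflammation of that liver was not tested apart from blood, and the values point both ways. Mouse 4 was the highest control for the chemokine signaling list (0.47 above the control mean), the response to IL-1 list (0.44), and Ccl2, S100a8, S100a9, and Cxcl9, and the lowest for the cytochrome P450 list (-0.44), the direction seen after anti-CD40. Its acute phase response list was at -0.018, and its erythroid list, at 1.63, was higher than in any anti-CD40 mouse, a list with no established change after anti-CD40 (mean log2 fold change -0.73, exact permutation p = 0.262). A mislabeled sample was weighed too: the FPKM of the Kupffer cell gene Clec4f was 19.4 in mouse 4, within the 15.3 to 24.8 of the other control mice and far above the anti-CD40 mice.
The pancreatic acinar list had a mean log2 fold change of 2.91 (22 genes, higher in 3 of 3 anti-CD40 mice than in every control mouse, exact permutation p = 0.0238, 0.0272 after adjustment over 16 lists), and mouse 5 was highest, at 7.08 above the control mean, against 0.36 in mouse 2 and 1.28 in mouse 9. Without mouse 5 the mean log2 fold change was 0.82. All 22 genes were highest in mouse 5, including Cpb1 (177.6 FPKM), Try4 (156.4), Cela2a (119.1), and Prss2 (101.5), which were chosen after their values were seen. If pancreas tissue had been in the sample, islet hormone genes should be present as well. Of 12 islet genes, 8 were highest in mouse 5, with Ins2 at 7.67 and Ins1 at 2.07 there and at the floor of 0.01 in the other 8 mice. A change of the liver shared by anti-CD40 mice cannot be excluded for part of the list: the lowest anti-CD40 mouse was 0.0512 of the distance of the highest above the controls, which restates the pattern and tests nothing, and 6 of the 22 genes were above every control in all 3 anti-CD40 mice, among them Spink1 (52.1 and 52.0 FPKM in mice 2 and 9, and 2.84 to 6.54 in the controls), Zg16, and Klk1. The islet genes are consistent with a small piece of pancreas in the sample of mouse 5. With quantile normalization the exact permutation p was 0.0952.
Reg3b, which the paper shows in Fig. 2A, differed more than any other gene of that panel between the anti-CD40 mice. Pancreas tissue in the sample might account for the 314 FPKM in mouse 5 but leaves mouse 2 without a source, where Reg3b was 48.7 while the acinar list was near the controls. Mouse 9, whose acinar list was the second highest, had 0.186.
The proliferation list (20 genes) rose by a mean log2 fold change of 2.45, the plasma cell list (6 genes) by 1.20, and the list of gemcitabine metabolism (10 genes) by 0.49, each higher in 3 of 3 anti-CD40 mice than in every control mouse (exact permutation p = 0.0238, 0.0272 after adjustment over 16 lists). The scaling of the FPKM could have raised these lists, but with quantile normalization the means were 2.28, 1.16, and 0.40. The median of the plasma cell list was 0.77, below its mean, with 5 genes higher and 1 lower. Its log2 fold changes were 4.16 for Mzb1, 1.73 for Irf4, and 1.42 for Prdm1, but 0.12 for Xbp1, 0.10 for Jchain, and -0.31 for Sdc1. These genes were named after their values were seen. A rise of plasma cells was not tested apart from B cells, whose list rose by 3.04. For gemcitabine metabolism, the mean of the other 8 genes without Rrm1 and Rrm2 was 0.16; these were the highest genes of the list, so leaving them out had to lower the mean, and the rise cannot be told apart from genes of dividing cells. The 8 genes moved both ways, from 1.54 for Dctd to -1.69 for Slc29a1, which were named after their values were seen. Which cells divided was not tested.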

How the results depend on the processing

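The alternatives below were set before the data were examined, except leaving out the Saa genes with rescaling, keeping genes with a failed estimate, leaving out small RNA genes, and leaving out each mouse for the marker lists, which were chosen after the data were seen.
No gene list put through the alternatives changed direction, and no single gene put through the alternatives set before the data were examined did under them. Under the Saa rescaling, which was run for some of the single genes only, Cda went from a log2 fold change of -0.12 to 0.25. The excess of higher over lower genes did: 3240 higher and 2990 lower became 2990 and 3456 with quantile normalization and 2182 and 2703 with a mean FPKM of at least 1. The 6230 differentially expressed genes became 3142 (1889 higher, 1253 lower) when a fold change of at least 2 was required, a change of the definition. Under the other alternatives the number lay between 4384 (adjusted p under 0.01) and 7377 (array weights). Across the 9 fits that each left out one mouse it was 4875 to 6808. With the Saa genes left out and each mouse rescaled to the same total, 7282 genes were called and 5635 were higher and 1647 lower (77.4% higher, against 52.0%); the median log2 fold change of all genes was 0.35, and 4884 calls were shared with those on the deposited scale. That rescaling moves nearly all genes up, so its direction was fixed in advance. The median ratios between mice lay between 1.004 and 1.010, so scaling by them could move little and shows no stability.
Among the gene lists, the acute phase response (mean log2 fold change 1.89) and chemokine signaling (2.00) lost significance when the inter-gene correlation was estimated (camera adjusted p = 0.0720 and 0.101), the IL-1 list lost it with members in no other list (1.02, adjusted p = 0.155) and with the Reactome set (0.38, adjusted p = 0.435), and TNF signaling lost it with the Reactome set (0.66, adjusted p = 0.105); the cause was not tested. Over the alternatives the adjusted p ranged up to 0.0320 for the IFN-γ response and 0.0109 for IL-6/JAK/STAT3 signaling. The acute phase response had no counterpart among the Reactome sets used. The pancreatic acinar list had a mean log2 fold change of 2.81 with quantile normalization and lost significance (exact permutation p = 0.0952), and the circadian clock list had -0.23 after the Saa rescaling (exact permutation p = 0.190); the cause was not tested.
Of 39 other single genes, 6 changed their side of the threshold in 21 of 663 values, 19 weaker and 2 stronger. Weaker were Reg3b, Cd3e, Pecam1, Stat2, and Il6, and stronger was Cd4, without the filter on low values or without the trend. Tnf passed the threshold under all alternatives run, and Ifng under none.
The test on counts was not run, because whole reads were recovered for low genes only. No paired analysis was possible because the groups share no replicate numbers. Genes near the floor are limited by depth: Ifng rests on 3 reads in the anti-CD40 mice and 9 in the controls.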

Differences from the paper's values

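The number of differentially expressed genes was 6230, against the paper's 5464, within 1.5 times of each other. Of the alternatives set before the data were examined, only requiring a fold change of at least 2 gave a number more than 1.5 times away, 3142.
The paper shows Cd4 and Cd123 among the markers of Fig. 2B. Here Cd4 had a log2 fold change of 0.49 (adjusted p = 0.0900 from limma) and Il3ra, the gene of CD123, 0.70 (adjusted p = 0.263 from limma). Cd4 was called without the filter on low values (adjusted p = 0.0403) and with eBayes without the trend (adjusted p = 0.0359), and also when the adjustment covered only the genes the paper names (adjusted p = 0.0479); over its alternatives the adjusted p ranged from 0.0359 to 0.839. No alternative run called Il3ra.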

Other observations

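The tests in this part were chosen after the results were seen, except those of cytochrome P450 paralogs and of the reads behind Ifng.
In each of the 7 results tested against other groupings, only 1 of the 84 splits of the 9 mice into 3 and 6, the real one, gave a result as large: the number of differentially expressed genes (at most 2 in any other split) and the mean of each of the 6 pathway lists. For the lists this restates that every anti-CD40 mouse was above every control mouse, and it adds no separate evidence.
The Kupffer cell list (10 genes) had a mean log2 fold change of -2.80, lower in 3 of 3 anti-CD40 mice than in every control mouse (exact permutation p = 0.0238, 0.0272 after adjustment over 16 lists). Clec4f went from 20.8 to 0.107 FPKM, Vsig4 from 40.4 to 0.405, and Timd4, named after its values were seen, from 5.99 to 0.808. The large share of the summed FPKM taken by Saa1, Saa2, and Saa3 could lower other genes. The median log2 fold change of the genes tested was 0.0056, so the typical gene was not lowered on the deposited scale. After leaving out the Saa genes and rescaling, the mean of the Kupffer cell list was -2.46. Fewer Kupffer cells in the liver, with no other change, would lower these genes alike only if no other cells expressed them. At least Adgre1 is also in the list of monocyte-derived macrophages. The log2 fold changes of the 10 genes had an SD of 2.36, from -6.77 to 0.43, with 9 genes lower and 1 higher. This spread therefore cannot decide between a loss of cells, genes turned down, and both, and the part of each cannot be told. At the same time the lists of neutrophils (4.50) and monocyte-derived macrophages (2.84) rose.
By immunohistochemistry the paper counts cells with Ly6G or MPO, and for F4/80 it counts clusters of cells. RNA of the whole liver does not measure such clusters. Ly6g has no entry under that name in the deposited table. In the RNA, Adgre1, the gene of F4/80, fell from 5.36 ± 2.53 (SD, n = 6) to 1.75 ± 0.421 (SD, n = 3), lower in 3 of 3 anti-CD40 mice (exact permutation p = 0.0238, 0.0357 after adjustment over 27 genes). The 27 genes include some chosen after their values were seen, and many reach the smallest possible p. The adjustment over them, here and below, is therefore no full correction for the number of tests. Mpo was read 3 to 10 times in anti-CD40 mice and 0 to 8 times in control mice (exact permutation p = 0.119).
The hepatocyte list (30 genes) had a mean log2 fold change of -1.37 and the cytochrome P450 list (50 genes) of -2.02, lower in 3 of 3 anti-CD40 mice in each (exact permutation p = 0.0238, 0.0272 after adjustment over 16 lists). Alb, named after its values were seen, went from 5040 ± 937 (SD, n = 6) to 932.5 ± 151 (SD, n = 3), and Cyp3a11 from 1062 ± 430 (SD, n = 6) to 211 ± 57.8 (SD, n = 3). After the Saa rescaling, which works on summed FPKM and not on reads, the list means were -1.01 and -1.68. Reads shared between paralogs were tested with the 14 cytochrome P450 genes that are the only listed member of their subfamily, all lower, with a mean of -1.49. A smaller share of hepatocyte RNA, from RNA of other cells, would lower the genes of both lists. This was tested with the hepatocyte list only, whose log2 fold changes had an SD of 1.07, from -4.06 to 0.74. Such a spread does not exclude a smaller share, so the fall of that list cannot be told apart from it. Cda, which inactivates gemcitabine, did not differ beyond the spread between mice (log2 fold change -0.12, exact permutation p = 0.619, or 0.25 after the Saa rescaling), and Dck, which activates it, rose by 1.06 (exact permutation p = 0.0238, 0.0357 after adjustment over 27 genes). The nucleoside transporter gene Slc29a1, also named after its values were seen, was lower by a log2 fold change of -1.69.
The paper reports matrix metalloproteinases in the liver in Supplemental Figure 5, which was not used here. In these mice the list of MMP and TIMP genes had a mean log2 fold change of 1.48, higher in 3 of 3 anti-CD40 mice than in every control mouse (exact permutation p = 0.0238, 0.0272 after adjustment over 16 lists) and a median of 0.44, with 10 of its 15 genes higher and 5 lower. Among genes chosen after their values were seen, Timp2 (-0.81), Mmp19 (-0.81), and Mmp15 (-0.80) were lower, and Timp1 rose from 1.63 ± 1.95 (SD, n = 6) to 42.9 ± 7.82 (SD, n = 3), Mmp8 from 0.0323 ± 0.0199 (SD, n = 6) to 5.52 ± 0.853 (SD, n = 3), and Mmp14 from 22.8 ± 3.65 (SD, n = 6) to 74.6 ± 9.81 (SD, n = 3). Mmp13 was read 6 to 10 times in anti-CD40 mice and 0 to 6 times in control mice (exact permutation p = 0.0476, 0.0677 after adjustment over 27 genes).
Ifng did not rise while 83 of the 99 IFN-γ response genes did. Too few reads could hide an increase: in simulated experiments with counting error alone a 2-fold increase was found in 15% of runs, so a small increase in the liver at this time is not excluded by these values.
The number of genes above the floor of the table overlapped between the groups, at 15385 to 15545 in the anti-CD40 mice and 14684 to 15397 in the control mice. On a line of genes above the floor against relative depth through the 6 controls, the distances of the anti-CD40 mice ran from -55.6 to 341 genes, where the controls had a residual SD of 159.7. The mouse below the line, mouse 2, had a relative depth of 1.13, beyond the highest control depth of 1.06, so its place on the line is extrapolated. Mouse 9, at a depth of 0.991 within the control range, was 341 genes above the line, which goes against depth for that mouse. The numbers cannot be told apart from a difference in depth for the others.
The share of called genes that were higher cannot be told apart from the authors' scaling of the FPKM. It was 52.0% on the deposited scale, 77.4% after the Saa rescaling, which could move it in 1 direction only, and 46.4% with quantile normalization, and it moved to 44.7% with the filter alone.
Xist was between 2.23 and 3.82 FPKM in the 9 mice and 4 Y-linked genes were at the floor of 0.01 in all of them. The circadian clock list was lower in the anti-CD40 mice (mean log2 fold change -0.56, exact permutation p = 0.0238, or -0.23 and 0.190 after the Saa rescaling), and the time of day of collection is not recorded in the labels.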
